# Muscle Expression of SOD1^G93A^ Modulates microRNA and mRNA Transcription Pattern Associated with the Myelination Process in the Spinal Cord of Transgenic Mice

**DOI:** 10.3389/fncel.2015.00463

**Published:** 2015-12-01

**Authors:** Gabriella Dobrowolny, Camilla Bernardini, Martina Martini, Mirko Baranzini, Marta Barba, Antonio Musarò

**Keywords:** muscle-nerve interplay, miRNA and mRNA signature, ALS, myelination process, SOD1^G93A^

## Abstract

A crucial system severely affected in several neuromuscular diseases is the loss of effective connection between muscle and nerve, leading to a pathological non-communication between the two tissues. One of the best examples of impaired interplay between muscle and nerve is Amyotrophic Lateral Sclerosis, a neurodegenerative disease characterized by degeneration of motor neurons and muscle atrophy. Increasing evidences suggest that damage to motor neurons is enhanced by alterations in the neighboring non-neuronal cells and indicate that altered skeletal muscle might be the source of signals that impinge motor neuron activity and survival. Here we investigated whether muscle selective expression of SOD1^G93A^ mutant gene modulates mRNAs and miRNAs expression at the level of spinal cord of MLC/SOD1^G93A^ mice. Using a Taqman array, the Affymetrix Mouse Gene 2.0 ST approach and the MiRwalk 2.0 database, which provides information on miRNA and their predicted target genes, we revealed that muscle specific expression of SOD1^G93A^ modulates relevant molecules of the genetic and epigenetic circuitry of myelin homeostasis in spinal cord of transgenic mice. Our study provides insights into the pathophysiological interplay between muscle and nerve and supports the hypothesis that muscle is a source of signals that can either positively or negatively affect the nervous system.

## Introduction

Amyotrophic Lateral Sclerosis (ALS) is a fatal neurodegenerative disorder in which the functional connection between nerve and muscle is severely compromised (Musarò, 2013). ALS affects pyramidal neurons in the motor cortex and lower motor neurons originating in the brainstem and in the spinal cord. The most typical feature of this progressive lethal disease is the degeneration of motor neurons, muscle weakness and atrophy, that leads to progressive paralysis and death by respiratory failure in few years (Musarò, 2010, 2013). ALS is epidemiologically classified into two major forms: sporadic (90–95%) and familial (5–10%) form. Among the familial cases, ~20% are caused by dominantly inherited mutations in the Cu/Zn superoxide dismutase (SOD1) protein (Rosen, 1993) a cell scavenger of superoxide.

One of the critical issue that remains to be addressed in ALS is whether motor neurons are the first and sole direct targets of ALS or if the toxic activity of mutant SOD1 is cell autonomous. Recent experimental evidence revealed that ALS is a multi-factorial and multi-systemic disease in which alterations in structural, physiological, and metabolic parameters in different cell types, such as motor neurons, glia, and muscle cells, may act synergistically to exacerbate the disease (Boillée et al., 2006; Julien, 2007; Musarò, 2013). Skeletal muscle is a source of signals that influence neuron survival, axonal growth and maintenance of synaptic connections. Notably, development in the absence of skeletal muscle results in the sequential ablation of motor neurons from the spinal cord to the brain (Kablar and Rudnicki, 1999); thus, effective connection between muscle and nerve is crucial for the survival and function of both tissues throughout life. We have previously demonstrated that muscle-specific expression of SOD1 mutation in the MLC/SOD1^G93A^ transgenic mouse model, which selectively expresses the mutant SOD1^G93A^ gene in the skeletal muscle under the transcriptional control of a muscle-specific promoter (MLC), induces accumulation of Reactive Oxygen Species, causes muscle atrophy with a concomitant alteration in the ultrastructure and in the functional performance of skeletal muscles, and promotes microglia activation in the spinal cord, that is a presymptomatic sign of ALS disease (Dobrowolny et al., 2008b). Moreover, it has been reported that skeletal muscle-restricted expression of the human mutant SOD1 gene causes motor neuron degeneration in old transgenic mice (Wong and Martin, 2010) and that muscle-selective alterations in mitochondrial function initiate neuromuscular junction alteration, distal axonopathy, astrocytosis, and mild motor neuron loss (Dupuis et al., 2009). We also demonstrated that forced expression of muscle specific isoform of the Insulin Growth Factor-1 (mIGF-1) exclusively in the skeletal muscle of the global SOD1^G93A^ mice counteracted the symptoms of ALS, induced satellite cell activation, stabilized neuromuscular junctions, preserved motor peripheral nerve, and led to a reduction in astrocytosis in the SOD1^G93A^ spinal cord (Dobrowolny et al., 2005, 2008a). All together these data indicate that nervous development and homeostasis are intimately coupled to skeletal myogenesis and muscle function. Moreover, these findings support the hypothesis that skeletal muscle is a primary target of mutant SOD1 toxicity in mice and indicate that altered skeletal muscle impairs motor neuron activity, suggesting a sequential pattern of degeneration in which muscle abnormalities precede motor neuron death. In order to add new insights into the pathogenesis of ALS and define whether skeletal muscle alteration potentially affect the nervous system we analyzed the mRNA and miRNA expression in the lumbar ventral spinal cord of MLC/SOD1^G93A^ transgenic mouse model (Dobrowolny et al., 2008b). Interestingly, we found that muscle specific expression of SOD1^G93A^ gene affects spinal cord miRNome and transcriptome; in particular we observed the activation of genes involved in the myelination process and a decrease in the axon diameter to total fiber diameter in the sciatic nerve, suggesting a myelinopathy in the transgenic mouse model.

## Materials and methods

### Mice

Animal model used: 4 month old MLC/SOD1^G93A^ mice overexpressing the mutant SOD1 gene (SOD1^G93A^) under the control of the Myosin Light Chain (MLC) muscle specific promoter (Dobrowolny et al., 2008b) and 4 month old FVB (Friend leukemia virus B) (control strain). The animals were housed in a temperature-controlled (22°C) room with a 12:12 h light-dark cycle. All animal experiments were approved by the ethics committee of the Unit of Histology and Medical Embryology-Sapienza University of Rome- and were performed in accordance with the current version of the Italian Law on the Protection of Animals.

### RNA isolation

Total RNA was isolated from frozen lumbar spinal ventral tissue specimens using pestel homogenization, TRIzol reaction (Invitrogen, Carlsbad, CA, USA), and further on-column purification as previously described. The yield, quality and integrity of RNA were determined using the Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA) as previously described (Bernardini et al., 2012).

### miRNA analysis

From each sample (*n* = 4 per experimental group), 600 ng of total RNA was reverse transcribed using Taqman MicroRNA Reverse Transcription Kit with Megaplex Primer Pools A & B (Applied Biosystems, Foster City, CA, USA). The cDNA was analyzed with Taqman Array Mouse MicroRNA A and B Cards Set version 3 (Applied Biosystems, Foster City, CA, USA) on the Applied Biosystems 7900HT qPCR system (Applied Biosystems, Foster City, CA, USA). Most of the MicroRNAs in the B Card were undetermined, therefore their analysis was omitted. The data was normalized by global mean normalization. SDS RQ Manager version 2.4 (Applied Biosystems, Foster City, CA, USA) was used to calculate Ct values (number of cycles required for the fluorescent signal to cross the set threshold), Ct values greater than 35 were considered as non-specific or undetected, and were filtered. MicroRNAs with missing values in at least 2 of 4 replicate samples per treatment group were removed from the dataset. The remaining Ct values were normalized using the U6 reference miRNA as suggested by manufacturer's protocol. The fold change between sample groups was calculated by subtracting the relative expression of the samples and then transforming the result to anti-log2 (i.e., 2^difference^).

Relevant information about the experiment, is available at http://www.ncbi.nlm.nih.gov/geo/ under accession GSE71193.

### miRNA pathway analysis

The putative correlation between mRNAs and miRNAs was investigated through the MiRwalk 2.0, a comprehensive database that provides information on miRNA from Human, Mouse and Rat on their predicted as well as validated binding sites on their target genes. In particular we get information on miRNA produced by 8 established miRNA prediction programs on 3′ UTRs of all known genes of Mouse (Dweep et al., 2011; Bernardini et al., 2012).

miRNA predicted pathways were identified using DIANA (DNA Intelligence Analysis) tools (Vlachos et al., 2012).

DIANA-miRPath is a miRNA pathway analysis web-server that utilizes predicted miRNA targets (in CDS or 3′-UTR regions) provided by the DIANA-microT-CDS algorithm or even experimentally validated miRNA interactions derived from DIANA-TarBase v6.0. These interactions (predicted and/or validated) can be subsequently combined with sophisticated merging and meta-analysis algorithms. Essentially, this tool allows identifying all the predicted or experimentally validated miRNAs significantly targeting a selected pathway.

### Single qPCR validation

Single qPCR of miRNA 133a, 133b, 9, 29, 330, and 1 was performed to validate the performance of the Taqman arrays using Taqman probes from single tube Taqman microRNA assays with the diluted cDNA in a 10 μl reaction volume, in triplicate for each assay, on the Applied Biosystems 7500HT system (Applied Biosystems, Foster City, CA, USA; *n* = 10 per experimental group).

### Western blot analysis

Protein extraction from both wild type and MLC/SOD1^G93A^ transgenic spinal cord (*n* = 5 for each genotype) was performed in 10 mM Tris, 150 mM Sodium Chloride, 1% NP40, 0.1% SDS, 10% Glycerol, 1% Deoxycholate, 1 mM Phenylmethylsulfonyl Fluoride, 1 μg/ml Aprotinin, 1 μg/ml Leupeptin, 1 μg/ml Pepstatin, 1 mM Sodium Orthovanadate, and 1 mM Sodium Fluoride. Equal amounts of protein from each lysate were separated in SDS polyacrilamide gel and transferred onto a nitrocellulose membrane. Filters were blotted with antibodies against Pmp22 (Novus Biological Littleton, CO, USA. Cat. NBP1-67670), Mpz (Abcam, Cambridge, UK. Cat. Ab64685), and a-tubulin (Sigma, Saint Louis, MO, USA. Cat. T5168).

Pmp22 primary antibody was diluted 1:200 in TBST and used for blotting over night (o.n.) after 5% milk saturation. Then, filter was incubated with secondary antibody (Goat anti-Rabbit IgG HRP-conjugated) (Bethyl, Montgomery, TX, USA. Cat. A120-201P) in 1% milk for 1 h.

Mpz primary antibody was diluted 1:500 in TBST and used for blotting o.n. after 10% milk saturation. Then, filter was incubated with secondary antibody (Goat anti-Mouse IgG HRP-conjugated) (Bethyl, Montgomery, TX, USA. Cat. A90-516P) in 1% milk for 1 h.

Tubulin was diluted 1:5000 in TBST and used for blotting o.n. after 5% milk saturation. Then, filter was incubated with secondary antibody (Goat anti-Mouse IgG HRP-conjugated) (Bethyl Montgomery, TX, USA. Cat. A90-516P) in 1% milk for 1 h. Signals were acquired by ChemiDoc MP instrument (Bio-Rad, Hercules, CA, USA) and processed with Image Lab acquisition analysis software (Bio-Rad, Hercules, CA, USA).

Five independent samples for each group of animals have been used for densitometric analysis and protein level of α-tubulin was used as control for equal protein loading.

### Microarray analysis

Total RNA was used to create the biotin-labeled library to be hybridized on GeneChip® Mouse Gene 2.0 ST Array (Affymetrix, Santa Clara, CA, USA) covering more than 26500 RefSeq coding transcripts and more than 3500 RefSeq non-coding transcripts, following the manufacturer protocol.

Briefly, double-stranded cDNA was synthesized routinely from less than 1 microgram of total RNA primed with a poly-(dT)—T7 oligonucleotide. The cDNA was used in an *in vitro* transcription reaction in the presence of T7 RNA polymerase and biotin-labeled modified nucleotides during 16 h at 37°C. Biotinylated cRNA was purified and then fragmented (35–200 nucleotides), together with hybridization controls and hybridized to the microarrays for 16 h at 45°C. Using the GeneChip Fluidics Station 450 (Affymetrix, Santa Clara, CA, USA), the biotin-labeled cRNA was revealed by successive reactions with streptavidin R-phycoerythrin conjugate, biotinylated anti-streptavidin antibody and streptavidin R-phycoerythrin conjugate. The arrays were finally scanned in an Affymetrix GeneChip Scanner 7G Plus (Affymetrix, Santa Clara, CA, USA).

### Gene expression data analysis—differentially expressed gene list

The CEL files that store the results of the intensity calculations on the pixel values collected from an Affymetrix scanner and result from the hybridization, were analyzed using Transcriptome Analysis Console (TAC) from Affymetrix (Affymetrix, Santa Clara, CA, USA). Gene-level calculation was performed by Robust Multichip Average to summarize probeset signal (Irizarry et al., 2003) and normalization by quantile sketch (Bolstad et al., 2003). A data table (rma), together with the relative CEL and relevant information about the experiment, is available at http://www.ncbi.nlm.nih.gov/geo/ under accession GSE69582.

An unpaired One-way ANOVA was then used to identify differentially expressed genes, only the genes which met our criterion (*p* < 0.05, fold change > 1.5) were selected in this study. The resulting gene list was then annotated according to the Gene Ontology (GO) database (www.geneontology.org). This allowed assigning a category to each gene in the list, according to three defined “ontologies” (i.e., terms representing gene product properties): cellular component, biological process and molecular function.

The expression of selected genes was quantified in real time PCR to obtain an independent validation of microarray data. Real time PCR was carried out as previously described elsewhere (Bernardini et al., 2012).

### Functional categorization

The gene expression list has been functionally categorized using the Database for Annotation, Visualization, and Integrated Discovery (DAVID; http://david.abcc.ncifcrf.gov/) (Sherman et al., 2007). The algorithms implemented in this software allow identifying over-represented gene ontology (GO) terms with respect to the total number of genes assayed and annotated. To this aim, DAVID applies a modified Fisher exact test, to establish if the proportion of genes falling into an annotation category significantly differs from the background group of genes. In addition, this tool enables the fine mapping of genes within well-defined signaling and/or metabolic pathways, classified in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database (www.genome.jp/kegg/). The KEGG mapping tool was employed for the functional categorization of the gene regulatory networks. For this purpose, AffyGene IDs, corresponding to the genes in the selected list, were used as queries and the whole set of genes represented on the array was used as the background group. A *p* < 0.05 was set.

The STRING (Search Tool for the Retrieval of Interacting Genes/Proteins) online software (Franceschini et al., 2013) was used to search interaction relationships of the proteins encoded by differential expressed genes.

### Histological analysis

Sciatic nerves were dissected and quickly fixed in 2.5% glutaraldehyde in 0.1 M sodium cacodylate for 2 h, washed in 0.1 M sodium cacodylate. Nerves were then post-fixed in 1% osmium in 0.1 M sodium cacodylate for 1 h, dehydrated in ethanol and embedded in epoxy resin. Samples were infiltrated with toluene and cut with a Leica ultracut R ultramicrotome (Leica Microsystems Inc. Buffalo Grove, IL) to obtain 2 um suitable for toluidine blue staining. Microscope using 40 × lenses was employed, and images were processed using Axiovision Rel 4.8 (Zeiss, Oberkochen, D) representative images of sciatic nerve thin sections are shown cropped in **Figure 5**.

The g-ratio was calculated as (dmax + dmin)/2/(Dmax + Dmin)/2 and the analysis was performed for 200 fibers. Each diameter was calculated from the average of the major axis (Dmax: maximum fiber diameter; dmax:maximum axonal diameter) and the minor axis (Dmin: minimum fiber diameter; dmin: minimum axonal diameter), (Tsutsumi et al., 2014) and was measured using Image J software (Image J 1.36, National Institutes of Health, MD, USA).

### Statistical analysis

Statistical analysis, if not differently specified was performed using the Mann Whitney nonparametric test and significance was established for *p* < 0.05.

## Results

### miRNA and mRNA expression profile of the spinal cord of the MLC/SOD1^G93A^ mice

First, to identify deregulated miRNAs and transcripts in the spinal cord of MLC/SOD1^G93A^ transgenic mice we performed miRNA expression profiling and DNA microarray, using the Taqman array card and Affymetrix Mouse Gene 2.0 ST respectively (GSE71194). 

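miRNA profiling was carried out on the lumbar ventral spinal cord of 4 MLC/SOD1 G93A mice, which carry mutant SOD1 under a muscle specific promoter, and of 4 wild type mice of the FVB strain. All mice were 4 months old. The TaqMan card A is a plate of quantitative PCR assays. Each assay gives a threshold cycle (Ct), the cycle at which its signal crosses a set threshold, and a Ct lower by 1 stands for about a doubling of the miRNA. The authors deposited the Ct of every assay in every sample, a table of the Ct minus that of the U6 small nuclear RNA, and a table of ratios between the groups. The Ct values were used here. The wild type columns carry the numbers 1 to 4 of the samples, whereas the MLC/SOD1 G93A columns carry the numbers 5a to 8a and were assigned to their group only.
Of the 375 miRNA assays on the card, 239 to 256 per wild type sample had a Ct of 35 or less, with a median of 248.5. In the MLC/SOD1 G93A samples the number was 240 to 249, with a median of 241. A card has no read depth, so the number of cards limits the precision. Following the methods of the paper, a Ct over 35 was taken as missing, and the miRNAs measured in at least 3 of the 4 samples of each group were kept. This left 227 miRNAs, of which 190 were measured in all 8 samples. The paper names both global mean and U6 normalization. U6, which it names for the Ct values that passed the filters, was the main setting and the global mean an alternative. Log2 expression was the mean Ct of the 4 U6 wells minus the Ct of the miRNA, and the groups were compared with limma.
The reference enters every value. The mean U6 Ct was 18.06 ± 0.43 (SD, n = 4) in wild type and 17.96 ± 0.76 (SD, n = 4) in MLC/SOD1 G93A samples, a difference of -0.10 cycles, smaller than either SD. The 4 U6 wells of a wild type sample lay within 0.42 to 0.78 cycles of each other. Those of the MLC/SOD1 G93A samples lay within 0.39 to 2.14 cycles, with the widest ranges in samples 7a (2.14 cycles) and 8a (1.97 cycles). The difference of the mean range between the groups was not beyond the spread between samples (two-sided exact permutation test, p = 0.143). Between replicates, the SD pooled over both groups was 0.62 cycles for the U6 mean and 0.37 cycles for the mean Ct of the 190 miRNAs measured in all samples. The median log2 expression of those 190 miRNAs was lowest in wild type 1 (-11.86) and in sample 7a (-11.98), which also had the lowest mean U6 Ct, and lay between -10.64 and -9.78 in the other 6 samples.

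**Figure D1:**
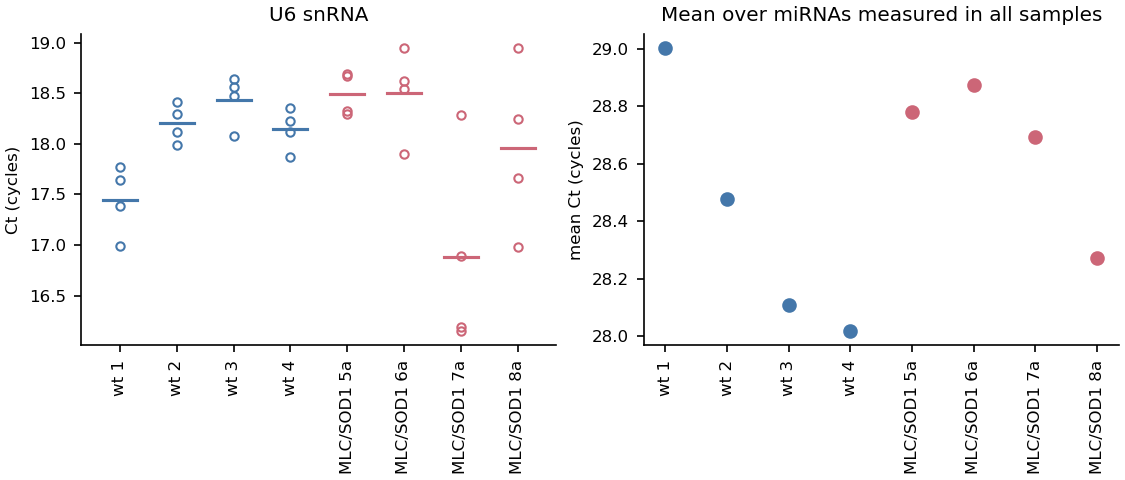
Ct in cycles of the 4 U6 wells of each sample (left, open circles, with the mean as a line) and mean Ct in cycles over the 190 miRNAs measured in all samples (right). Blue marks wild type and red MLC/SOD1 G93A samples. The U6 mean is lowest in sample 7a (16.88) and wild type 1 (17.45), and the wells of 7a reach from 16.15 to 18.29.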

Among the analyzed miRNAs, 54 were significantly down-regulated (*p* < 0.05) in the spinal cord of MLC/SOD1^G93A^ transgenic mice compared to wild type littermates (Table 1). 

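Of the 227 miRNAs tested, 0 had an adjusted p under 0.05 in either direction in limma with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.640. At an unadjusted p under 0.05, 5 miRNAs were lower and 1 was higher in MLC/SOD1 G93A samples. The log2 change was negative for 176 miRNAs and positive for 51, with a median of -0.31. The median log2 expression per sample was -10.54 ± 0.95 (SD, n = 4) in wild type and -10.89 ± 0.73 (SD, n = 4) in MLC/SOD1 G93A samples, which a two-sided exact permutation test did not separate (p = 0.514).
Of the 54 miRNAs of Table 1, 53 were tested, and miR-501-3p was measured in too few samples. The log2 change was negative for 52 of the 53, with a median of -0.47 and a range from -2.23 for miR-369-3p to 0.08 for miR-99b. The median standard error of these changes was 0.67, larger than the median change. At an unadjusted p under 0.05, 2 of them were lower, miR-369-3p and miR-129-5p. Adjusted over the list alone, 0 had an adjusted p under 0.05 in limma and the smallest was 0.299. The list was chosen on these samples, so this count is not independent evidence. The number of negative changes among the 53 depended on the reference. It was 53 with U87, 52 with snoRNA202, 43 with the global mean, 23 with snoRNA135 and 9 with Y1. Relative to U6, the median change of the list was -0.985 without wild type 1 and -0.12 without sample 7a.
The expression of miR-369-3p was -14.04 ± 0.58 (SD, n = 4) in wild type and -16.27 ± 1.32 (SD, n = 3) in MLC/SOD1 G93A samples. The groups did not overlap (two-sided exact permutation test, p = 0.0286, the smallest that 4 against 3 allow). They came close to a tie, with wild type 1 at -14.7425 and sample 6a at -14.7475. The Ct of sample 8a was 35, at the limit, and sample 5a was missing with a Ct of 37.57. With a Ct limit of 40, which keeps sample 5a, the log2 change was -2.93 in place of -2.23. For miR-130b, which Table 1 does not list, the log2 change was -2.45 (standard error 0.77, adjusted p = 0.640 from limma), with 3 samples measured in each group and no overlap between these. Wild type 1 was missing with a Ct of 35.70 and sample 6a gave no Ct, and with a Ct limit of 40, which keeps wild type 1, the change was -1.31. For miR-7a, which has the smallest p of Table 1, expression was -14.83 ± 1.54 (SD, n = 4) in wild type and -15.92 ± 1.33 (SD, n = 4) in MLC/SOD1 G93A samples, a difference within the spread between samples (two-sided exact permutation test, p = 0.343). Among the miRNAs with a positive change, the log2 change of miR-224 was 1.61 (standard error 0.75, 3 samples measured in each group), and the measured samples did not overlap, with wild type 3 missing at a Ct of 36.03 and no Ct in sample 7a. With a Ct limit of 40, which keeps wild type 3, the change of miR-224 was 2.17. With 3 samples against 3, the exact permutation test gives a p of 0.100 at the smallest for miR-130b and miR-224. The other two miRNAs with the highest changes were miR-197 (2.00) and miR-339-5p (1.23), and both rest on sample 8a, where the Ct was 23.94 and 21.29 and lay more than 4 cycles below every other sample. That of miR-197 also rests on wild type 1, which lay at -17.49 and without which the change was 0.51. Relative to U6, groups did not overlap for 4 of the 227 miRNAs, a share of 1.76% where chance gives 3.55%. This share holds for U6 only. Relative to the global mean, the groups overlapped for miR-130b and miR-224 (two-sided exact permutation test, p = 0.200 and 0.400) and stayed apart for miR-369-3p. Other miRNAs that overlap relative to U6 did not overlap there.
Among the alternatives that kept all U6 wells or used another reference, leaving out wild type 1 raised the number lower at an unadjusted p under 0.05 most, to 39, of which 4 had an adjusted p under 0.05 in limma, and Y1 in place of U6 gave 0 lower and 67 higher. U6 well 1 alone, chosen after seeing the data, gave 45 lower and 0 higher, and 136 lower when wild type 1 was left out as well. Relative to the global mean, 13 were lower and 8 higher at an unadjusted p under 0.05. This scaling moved the median change of all miRNAs to 0.04 and that of the Table 1 miRNAs to -0.10.

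**Figure D2:**
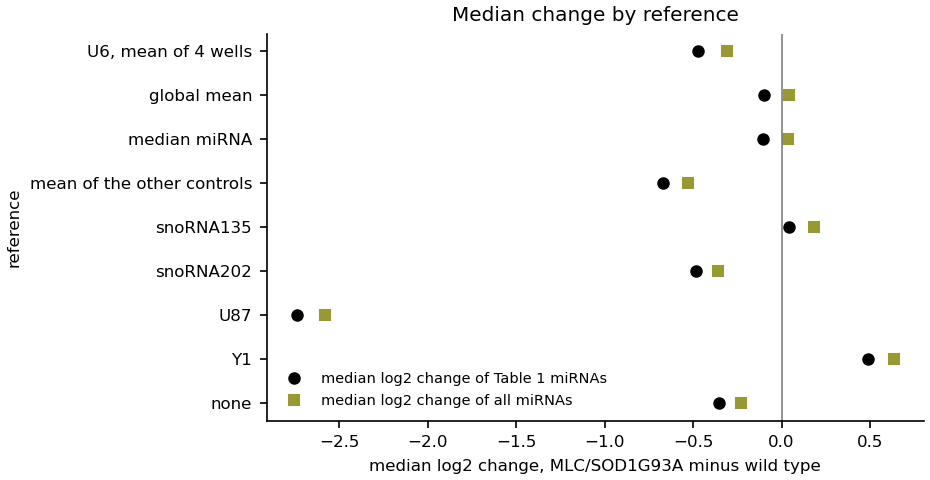
Median log2 change (MLC/SOD1 G93A minus wild type, horizontal axis) of the 53 tested Table 1 miRNAs (black circles) and of all 227 tested miRNAs (squares) with each reference on the vertical axis. The medians of the Table 1 miRNAs lie between -2.74 with U87, which has a deviating well in sample 8a, and 0.49 with Y1.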

Of note, the miRnome profiling revealed the down regulation of mir-330, mir-133, and mir-1, which are involved in denervation and reinnervation processes (Jeng et al., 2009; Tsutsumi et al., 2014). In addition mir-29 and mir-9 family member were downregulated and their deregulation was associated with different neurodegenerative diseases, including Huntington, Alzheimer, and Parkinson diseases (Saito and Saito, 2012; Tsutsumi et al., 2014) and demyelination-related diseases (Li and Yao, 2012; Tsutsumi et al., 2014). 

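The log2 change of miR-330 was -0.96 (standard error 0.89, adjusted p = 0.975 from limma). Its log2 expression was -13.89 ± 2.05 (SD, n = 4) in wild type and -14.84 ± 1.48 (SD, n = 4) in MLC/SOD1 G93A samples (two-sided exact permutation test, p = 0.457). Wild type 1 lay at -16.96, while the other wild type samples lay between -12.89 and -12.84. All 4 MLC/SOD1 G93A samples were below these 3 samples, and without wild type 1 the log2 change was -1.98 with an adjusted p of 0.103 from limma. Over all alternatives the adjusted p of miR-330 in limma ran from 0.00222, with U6 well 1 alone and without wild type 1, a setting chosen after seeing the data, to 0.999. The Ct of miR-330 in wild type 1 was 34.41, near the limit of 35.
For miR-133a, log2 expression was -6.18 ± 0.20 (SD, n = 4) in wild type and -6.54 ± 0.24 (SD, n = 4) in MLC/SOD1 G93A samples, a change of -0.36. A two-sided exact permutation test gave p = 0.0857 for this difference. For miR-133b the values were -9.73 ± 0.78 (SD, n = 4) and -10.18 ± 0.38 (SD, n = 4), a change of -0.45, with wild type 1 at -10.89 below every MLC/SOD1 G93A sample (two-sided exact permutation test, p = 0.371). For miR-1 they were -10.29 ± 0.89 (SD, n = 4) and -10.79 ± 0.59 (SD, n = 4), a change of -0.50 (two-sided exact permutation test, p = 0.400). The standard errors of these 3 changes from limma, which draws on the spread of all miRNAs, were 0.54, 0.59 and 0.61, each larger than the change. For miR-133a the SD of either group was smaller than the change.
The direction depended on the reference. With Y1 in place of U6, the log2 change was positive for miR-133a (0.58), miR-133b (0.49) and miR-1 (0.44). For miR-330 it was -0.0175 (unadjusted p = 0.975 from limma). With snoRNA135, that of miR-133a was 0.14 and that of miR-133b 0.04. With U6 well 4 alone, miR-133a (0.30), miR-133b (0.21) and miR-1 (0.16) were positive, and with the mean of the other controls without U87 miR-133a (0.11) and miR-133b (0.02) were. With U6 well 4 alone and without wild type 1, miR-133a was at 0.15. Relative to the global mean, the changes of miR-133a, miR-133b and miR-1 were -0.01, -0.10 and -0.15, and that of miR-330 was -0.61.

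**Figure D3:**
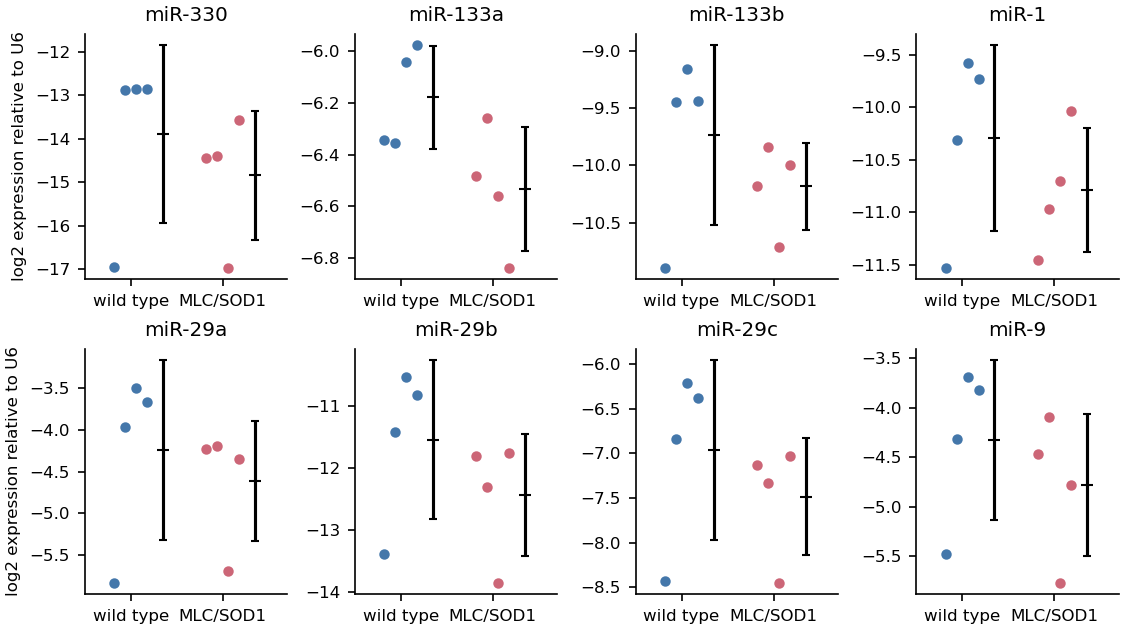
Log2 expression relative to U6 (vertical axis) of miR-330, miR-133a, miR-133b, miR-1, miR-29a, miR-29b, miR-29c and miR-9 in the 4 wild type (blue) and 4 MLC/SOD1 G93A samples (red), each with the mean and SD in black. In each panel the groups overlap, and for miR-330 wild type 1 lies at -16.96, apart from the other wild type samples.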

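Of the miR-29 family, miR-29b had the largest difference between the groups. Its log2 expression was -11.54 ± 1.28 (SD, n = 4) in wild type and -12.43 ± 0.98 (SD, n = 4) in MLC/SOD1 G93A samples, a change of -0.89 (standard error 0.70; two-sided exact permutation test, p = 0.314). For miR-29a, expression was -4.24 ± 1.09 (SD, n = 4) and -4.62 ± 0.72 (SD, n = 4), a change of -0.38 (standard error 0.65; two-sided exact permutation test, p = 0.486). That of miR-29c was -6.96 ± 1.01 (SD, n = 4) and -7.49 ± 0.66 (SD, n = 4), a change of -0.52 (standard error 0.63; two-sided exact permutation test, p = 0.400). For miR-9 the groups lay at -4.33 ± 0.81 (SD, n = 4) and -4.78 ± 0.72 (SD, n = 4), a change of -0.45 (standard error 0.62; two-sided exact permutation test, p = 0.429). None of these 4 differences is beyond the spread between replicates, and the adjusted p of each was 0.975 in limma.
For all 4 miRNAs the lowest wild type sample was wild type 1 and the lowest MLC/SOD1 G93A sample was 7a. Without wild type 1 the log2 changes of miR-29a, miR-29b, miR-29c and miR-9 were -0.91, -1.50, -1.01 and -0.83, and without sample 7a they were -0.02, -0.41, -0.20 and -0.12. Relative to the global mean, they were -0.03, -0.54, -0.17 and -0.10. With Y1 as the reference all 4 were positive, from 0.05 for miR-29b to 0.56 for miR-29a, and with snoRNA135 miR-29a (0.12) and miR-9 (0.04) were positive too. U6 well 4 alone gave positive changes for miR-29a (0.28), miR-29c (0.13) and miR-9 (0.20), and the mean of the other controls without U87 for miR-29a (0.09) and miR-9 (0.015). With U6 well 1 alone and without wild type 1, chosen after seeing the data, the adjusted p in limma was 0.0406, 0.00925, 0.0314 and 0.0455 for miR-29a, miR-29b, miR-29c and miR-9, and over all alternatives the largest was 0.999 for each.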

Real time PCR analysis was performed to validate the expression of these relevant miRNAs in the spinal cord of both wild type and MLC/SOD1^G93A^ transgenic mice (Figure 1).

**Table 1:** **List of significantly down-regulated miRNAs in MLC/SOD1^G93A^ spinal cord**.

**miRNA**	**Fold change**	***P*-value**
mmu-let-7b	−4.97	0.04170
mmu-let-7c	−4.80	0.01392
mmu-let-7d	−3.85	0.02516
mmu-let-7i	−3.92	0.04791
mmu-miR-100	−4.31	0.02747
mmu-miR-1	−3.69	0.01614
mmu-miR-106a	−5.23	0.02034
mmu-miR-106b	−4.57	0.03639
mmu-miR-10a	−4.07	0.01796
mmu-miR-10b	−3.75	0.03798
mmu-miR-128a	−4.69	0.02756
mmu-miR-129-3p	−3.55	0.03832
mmu-miR-129-5p	−7.58	0.00264
mmu-miR-133a	−2.75	0.03894
mmu-miR-133b	−3.94	0.00340
mmu-miR-15a	−8.16	0.00251
mmu-miR-15b	−3.84	0.02226
mmu-miR-17	−4.43	0.04014
mmu-miR-181a	−4.35	0.02206
mmu-miR-181c	−7.37	0.01568
mmu-miR-188-5p	−4.20	0.03755
mmu-miR-192	−3.38	0.04185
mmu-miR-194	−3.60	0.01944
mmu-miR-196b	−3.24	0.04461
mmu-miR-199a-3p	−4.67	0.01722
mmu-miR-19b	−5.56	0.03463
mmu-miR-20b	−6.42	0.02596
mmu-miR-23b	−4.66	0.04223
mmu-miR-26b	−5.25	0.01406
mmu-miR-29a	−4.21	0.01571
mmu-miR-29b	−6.33	0.01723
mmu-miR-29c	−4.38	0.01636
mmu-miR-301a	−4.21	0.04486
mmu-miR-30a	−3.89	0.03876
mmu-miR-30e	−3.37	0.03622
mmu-miR-324-5p	−4.63	0.04475
mmu-miR-328	−3.75	0.04278
mmu-miR-329	−4.79	0.01774
mmu-miR-330	−8.50	0.00381
mmu-miR-340-3p	−4.96	0.02453
mmu-miR-340-5p	−3.83	0.03845
mmu-miR-369-3p	−17.18	0.04086
mmu-miR-369-5p	−3.64	0.02940
mmu-miR-491	−4.04	0.02354
mmu-miR-497	−6.93	0.00462
mmu-miR-501-3p	−3.23	0.00474
mmu-miR-532-5p	−4.21	0.04129
mmu-miR-544	−3.89	0.01407
mmu-miR-652	−5.73	0.02815
mmu-miR-7a	−8.35	0.00062
mmu-miR-9	−3.88	0.01623
mmu-miR-92a	−4.34	0.01318
mmu-miR-93	−6.98	0.01638
mmu-miR-99b	−3.56	0.02227

**Figure 1:**
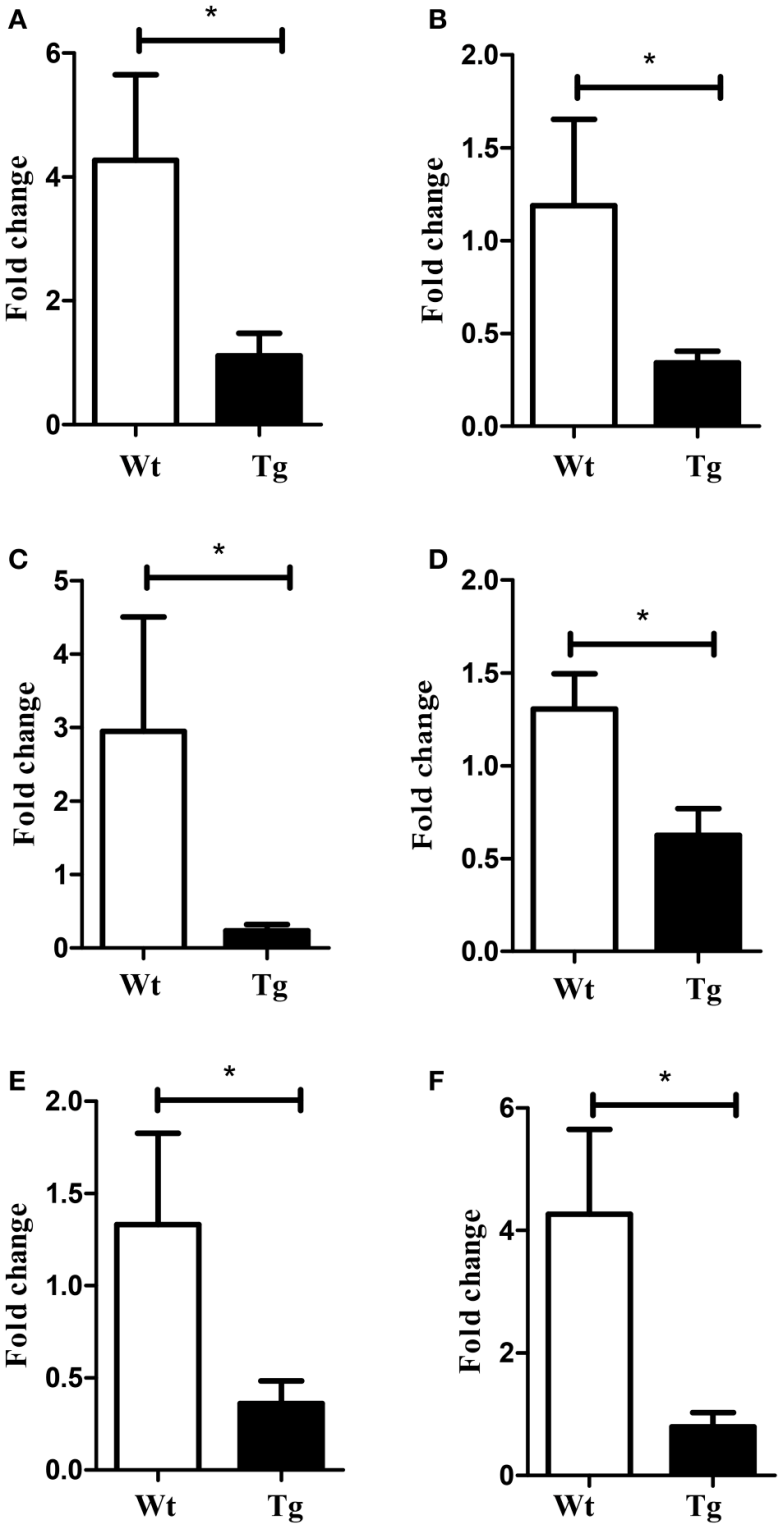
**Validation of selected miRNAs array data by Real-time PCR**. Graphs indicate relative expression of **(A)** mir-133a **(B)** mir-133b **(C)** mir-9 **(D)** mir-29 **(E)** mir-330 **(F)** mir-1. White bar refers to wild type (Wt) and black bar to MLC/SOD1^G93A^ (Tg). Values are expressed as mean ± SEM. ^*^p < 0.05 (*n* = 10 for each group).

The microarray data, related to the expression of mRNA in the spinal cord of both wild type and MLC/SOD1^G93A^ transgenic mice, were deposited in the GEO database (GSE69582) and the list of the selected significantly up-regulated and down-regulated genes (*p* < 0.05; *FC* > 1.5) is shown in Tables 2, 3 respectively. Among these genes, nine up-regulated transcripts are involved in the myelination process such as Peripheral myelin protein 22 (Pmp22), Myelin protein zero (Mpz), Periaxin (Prx), the Early growth response 2 (Egr2) genes, Desert hedgehog (Dhh), or encode for extracellular matrix molecules such as Matrilin 2 (Matn2), Gliomedin (Gldn), Claudin 19 (Cldn19), and Smoothelin (Smtn). Other relevant modulated genes include glycoproteins, such as Osteoglycin (Ogn) and dystroglicans, such as Dystrophin related protein 2 (Drp2), associated with the myelination process. The Mpz, Pmp22, Egr2, Prx mRNAs were selected for validation by qRT-PCR analysis and results are shown in Figure 2. Opalin, another gene associated to myelin structures, was down-regulated in the spinal cord of MLC/SOD1^G93A^ transgenic mice, compared to wild type littermates (Table 3). Opalin is expressed specifically in late stage of oligodendrocyte differentiation and has been shown to be dramatically reduced in a hypomyelination mouse model (Jiang et al., 2013; Tsutsumi et al., 2014).

**Table 2:** **List of significantly up-regulated genes in MLC/SOD1^G93A^ spinal cord**.

**Gene symbol**	**Gene name**	**Fold change**	***P*-value**
Arhgap19	Rho GTPase activating protein 19	+2.14	0.018071
Arl4d	ADP-ribosylation factor-like 4D	+1.51	0.026430
Art3	ADP-ribosyltransferase 3	+1.63	0.003088
Ccdc37	Coiled-coil domain containing 37	+1.67	0.013866
Chrdl1	Chordin-like 1	+1.96	0.010071
Cldn19	Claudin 19	+1.74	0.014558
Ddn	Dendrin	+1.51	0.022150
Dhh	Desert hedgehog	+1.86	0.021201
Drp2	Dystrophin related protein 2	+1.79	0.012309
Egr2	Early growth response 2	+1.70	0.022549
Gas2l3	Growth arrest-specific 2 like 3	+2.05	0.030748
Gimap1	GTPase, IMAP family member 1	+1.59	0.047143
Gldn	Gliomedin	+1.77	0.010186
Gulp1	GULP, engulfment adaptor	+1.63	0.006082
Hif3a	Hypoxia inducible factor 3, alpha subunit	+1.57	0.014288
Hist2h2ab	Histone cluster 2, H2ab	+1.56	0.002544
Hoxc13	Homeobox C13	+1.60	0.045743
Hoxd10	Homeobox D10	+2.13	0.043521
Il16	Interleukin 16	+1.64	0.011144
Inmt	Indolethylamine N-methyltransferase	+1.91	0.016648
Krtap4-2	Keratin associated protein 4-2	+1.54	0.005207
Matn2	Matrilin 2	+1.74	0.006453
Mertk	c-mer proto-oncogene tyrosine kinase	+1.80	0.003151
Mme	Membrane metallo endopeptidase	+1.58	0.018812
Mpz	Myelin protein zero	+1.64	0.049548
Nr4a2	Nuclear receptor subfamily 4, group A, member 2	+1.52	0.013349
Ogn	Osteoglycin	+2.02	0.041760
Olfr102, Olfr100	Olfactory receptor 102,100	+2.07	0.001166
Olfr128	Olfactory receptor 128	+1.78	0.025072
Olfr1283	Olfactory receptor 1283	+1.52	0.030795
Plekha4	Pleckstrin homology domain containing, family A	+2.01	0.020446
Pmp22	Peripheral myelin protein 22	+1.57	0.022466
Prrg4	Proline rich Gla (G-carboxyglutamic acid) 4	+1.66	0.000427
Prx	Periaxin	+1.98	0.019790
Rabggtb,	RAB geranylgeranyl transferase, b subunit	+1.77	0.041637
Rdh13	Retinol dehydrogenase 13 (all-trans and 9-cis)	+2.30	0.034523
Rhox2h	Reproductive homeobox 2H	+1.72	0.044442
Rpl31-ps4	Ribosomal protein L31, pseudogene 4	+1.61	0.004327
Sbp	Spermine binding protein	+1.60	0.000512
Sbspon	somatomedin B and thrombospondin	+1.66	0.009017
Slc36a2	Solute carrier family 36, member 2	+2.24	0.004210
Smco3	Single-pass memb. protein coiled-coil domains 3	+1.52	0.004448
Smtn	Smoothelin	+1.55	0.028145
Snhg3	Small nucleolar RNA host gene 3	+2.65	0.016377
Snora17	Small nucleolar RNA, H/ACA box 17,	+2.74	0.027109
Snora73b,	Small nucleolar RNA, H/ACA box 73b,	+2.23	0.025905
Sostdc1	Sclerostin domain containing 1	+1.68	0.007660
Tdpoz1	TD and POZ domain containing 1	+1.68	0.010976
Tgfbi	Transforming growth factor, beta induced	+1.83	0.027616
Th	Tyrosine hydroxylase	+1.72	0.025458
Vmn1r181	Vomeronasal 1 receptor 181	+1.51	0.042949
Xlr4b	X-linked lymphocyte-regulated 4B	+1.88	0.005473
Zbtb16	Zinc finger and BTB domain containing 16	+1.53	0.018846
Zfp37	Zinc finger protein 37	+1.54	0.000034

**Table 3:** **List of significantly down-regulated genes in MLC/SOD1^G93A^ spinal cord**.

**Gene symbol**	**Gene name**	**Fold change**	***P*-value**
Akr1c20	Aldo-keto reductase family 1, member C	−1.64	0.031454
Aplnr	Apelin receptor	−1.78	0.020211
C3, LOC100048759	Complement component 3, complement C3-like	−1.60	0.044240
Cyp2j12	Cytochrome P450, family 2, subfamily j, polypeptide 12	−1.58	0.018190
Enpp6	Ectonucleotide pyrophosphatase/phosphodiesterase 6	−1.58	0.015427
Frmpd4	FERM and PDZ domain containing 4	−1.66	0.010645
Gbp4	Guanylate binding protein 4	−1.65	0.027557
Gm14257	Predicted gene 14257	−1.54	0.032704
Gm15246, BC022960	Predicted gene 15246, cDNA sequence BC022960	−1.84	0.029954
Gm3088	Predicted gene 3088	−1.61	0.048993
Klk6	Kallikrein related-peptidase 6	−1.70	0.005161
mt-Tt	Mitochondrially encoded tRNA threonine	−1.52	0.036295
Nkx2-9	NK2 transcription factor related, locus 9 (Drosophila)	−1.51	0.007001
Olfr611	Olfactory receptor 611	−4.75	0.000275
Olfr727	Olfactory receptor 727	−1.51	0.043050
Opalin	Oligodendrocytic myelin paranodal and inner loop prot.	−1.75	0.000707
Pi15	Peptidase inhibitor 15	−1.52	0.020502
Prok2	Prokineticin 2	−1.54	0.040329
Prps2	Phosphoribosyl pyrophosphate synthetase 2	−1.60	0.034506
Serpina1c	Serine peptidase inhibitor, clade A, member 1C	−1.66	0.024381
Vmn1r37	Vomeronasal 1 receptor 37	−1.62	0.023405
Vmn2r71	Vomeronasal 2, receptor 71	−1.70	0.033296
Vnn1	Vanin 1	−1.65	0.010154

**Figure 2:**
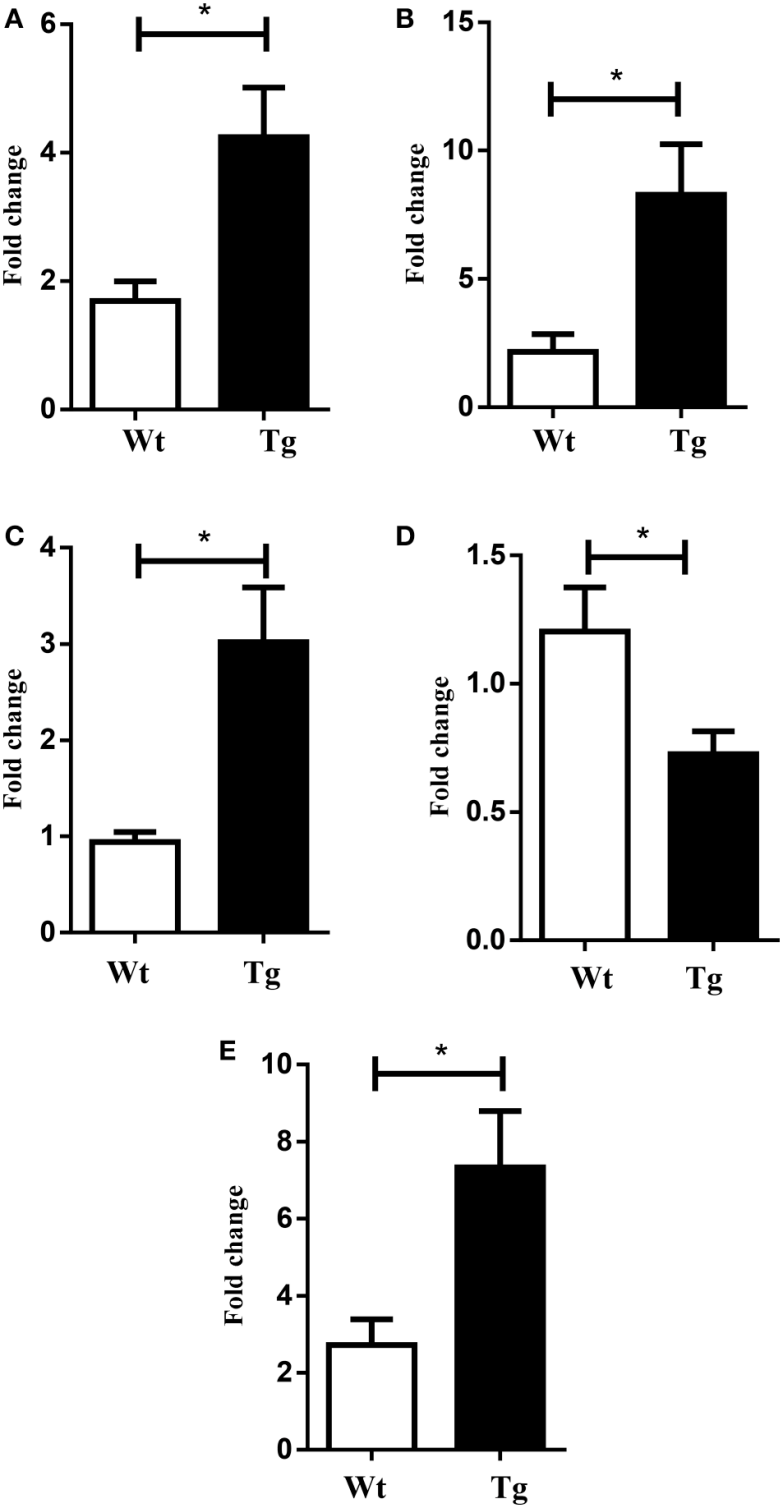
**Validation of selected mRNAs by Real-time PCR**. Graphs **(A)** Pmp 22 **(B)** Prx **(C)** Mpz **(D)** Opalin **(E)** Egr2. White bar refers to wild type (Wt) and black bar to MLC/SOD1^G93A^ (Tg). Values are expressed as mean ± SEM. ^*^p < 0.05 compared to Wt (*n* = 4 for each group).

In order to show changes in protein expression, as a result of altered microRNA/mRNA expression, we performed western blot analysis for Pmp22 and Mpz expression. We revealed a significant up-regulation of Pmp22 and Mpz proteins in the spinal cord of MLC/SOD1^G93A^ compared to wild type littermates (Figure 3), further supporting the evidence that these factors are targets of specific microRNAs that control the denervation and reinnervation processes.

**Figure 3:**
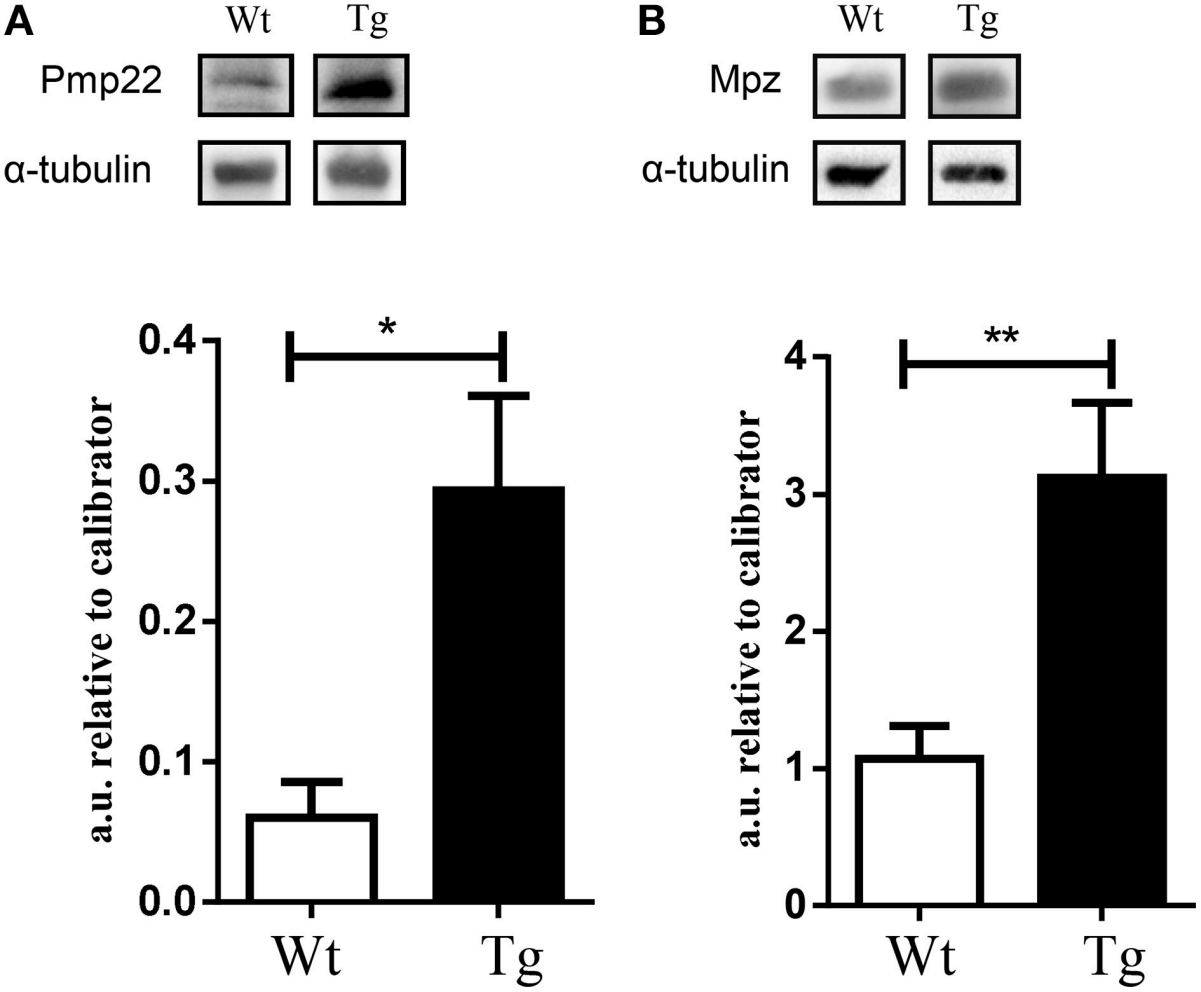
**Validation of selected factors by western blot analysis**. Graphs and representative western blot for **(A)** Pmp 22 and **(B)** Mpz. White bar refers to wild type (Wt) and black bar to MLC/SOD1^G93A^ (Tg). Values are expressed as mean ± SEM. ^*^p < 0.05; ^**^p < 0.005 compared to Wt (*n* = 5 for each group).

Taken together these results suggest that the muscle specific expression of the mutated isoform of the human SOD1 gene alters the expression of relevant markers of myelination in the ventral root of the lumbar spinal cord of transgenic mice.

### Functional annotation of the identified genes

Functional annotation of differentially expressed genes was performed using the DAVID functional annotation tool, an integrated biological knowledge base and analytic tools aimed at systematically extracting biological meaning from large gene and protein lists (Huang da et al., 2009). Similar annotation contents were clustered into annotation group with biological meanings. The annotation results revealed that 2.6% of the gene list examined was consistent with OMIM disease categories, in particular 5 of 17 genes extracted were related to Charcot-Marie-Tooth disease. On the other hand, the gene ontology analysis revealed that 39.3% of all gene list are significantly involved in biological processes category, 36.7% are part of cell components, and 39.8% are associated with molecular function categories. The nine interesting genes mentioned above were spread out in all the categories examined. The functional annotation clustering was done using the default parameters, *Mus musculus* as background and classification stringency was set as medium. Table 4 shows that the significantly modulated genes were involved in 5 functional clusters containing functional annotation for extracellular region, neuron development and differentiation, axonogenesis, and neurological system process. A further functional analysis was performed using STRING, a web base tool to explore potential protein-protein interaction, confirming the interactions among Pmp22, Mpz, Prx, and Egr2 proteins (Figure 4).

**Table 4:** **Functional annotation clustering of up-regulated mRNAs**.

**Annotation cluster 1**	**Enrichment score: 1.85**	
**Category**	**Count**	***P*-value**
GOTERM_CC_FAT extracellular region	15	2.7E-3
GOTERM_CC_FAT extracellular region part	8	2.4E-2
GOTERM_CC_FAT extracellular space	6	4.2E-2
**Annotation cluster 3**	**Enrichment score: 0.95**	
GOTERM_BP_FAT neuron development	5	1.4E-2
GOTERM_MF_FAT transcription factor activity	7	3.8E-2
GOTERM_BP_FAT neuron differentiation	5	4.0E-2
**Annotation cluster 4**	**Enrichment score: 0.87**	
GOTERM_CC_FAT extracellular region part	8	2.4E-2
**Annotation cluster 5**	**Enrichment score: 0.8**	
GOTERM_BP_FAT locomotory behavior	5	7.3E-3
GOTERM_BP_FAT behavior	6	9.6E-3
GOTERM_BP_FAT pattern specification process	5	1.3E-2
GOTERM_BP_FAT neuron development	5	1.4E-2
GOTERM_BP_FAT response to endogenous stimulus	4	2.2E-2
GOTERM_BP_FAT regionalization	4	3.2E-2
GOTERM_MF_FAT transcription factor activity	7	3.8E-2
GOTERM_BP_FAT neuron differentiation	5	4.0E-2
**Annotation cluster 7**	**Enrichment score: 0.53**	
GOTERM_BP_FAT neurological system process	11	3.9E-2

*Annotation cluster means a group of terms having similar biological functions. Enrichment score is the rank of the annotation cluster biological significance. Count column refers to number of genes involved in the same category*.

**Figure 4:**
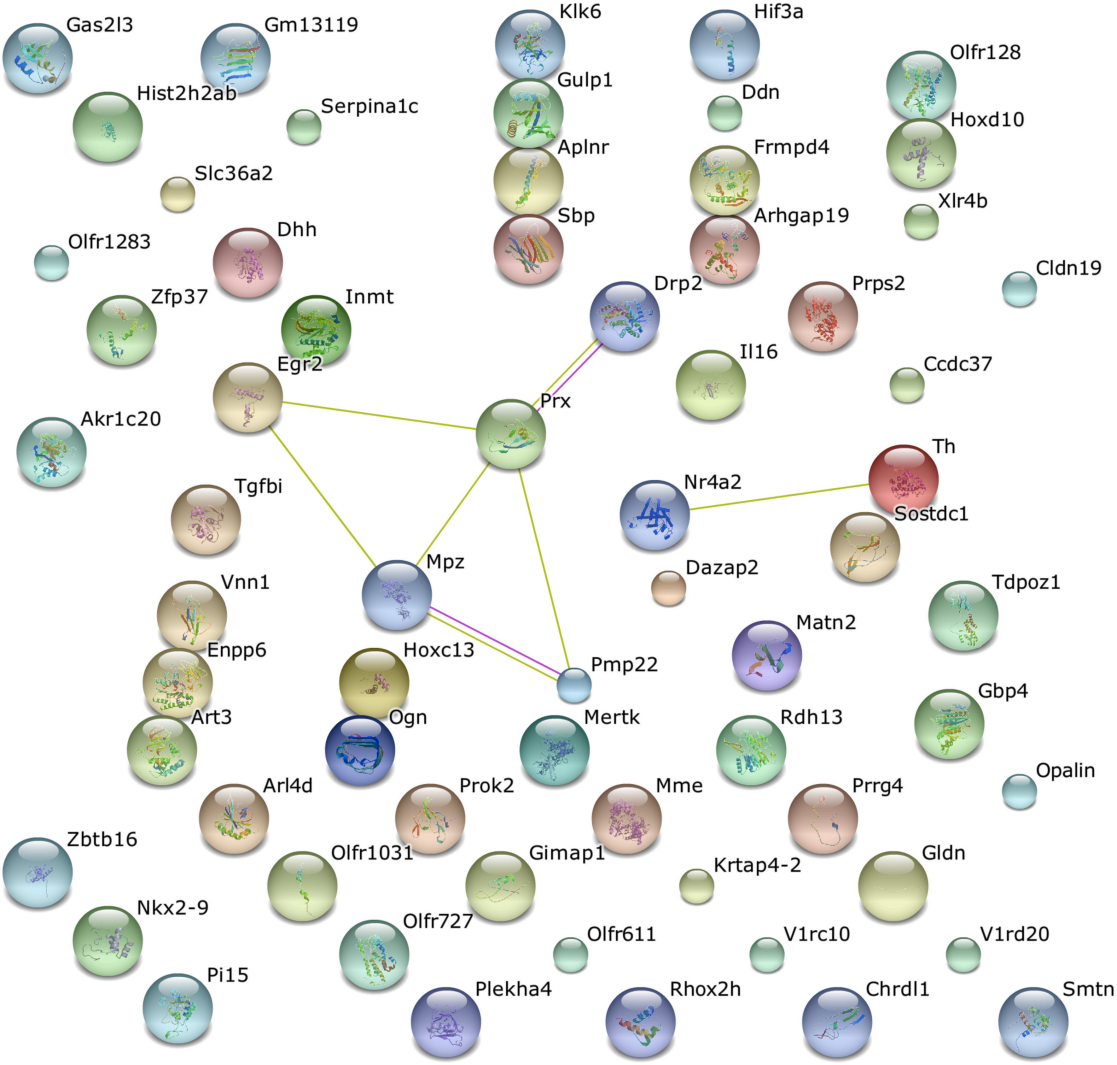
**STRING analysis of pathway enrichment and interaction in the altered mRNAs of the MLC/SOD1^G93A^ transgenic mice**. Protein products of five modulated mRNAs (Drp2, Prx, Egr2, Mpz, and Pmp22) were involved in eight interactions.

### Correlation of expression profile between miRNAs and mRNA

miRNAs are key regulators of all important biological processes and the level at which they act on coding mRNA (transcriptional, translational, etc.) is still debated; however gene repression by microRNAs at the level of mRNA translation is the most frequently reported mechanism (Morozova et al., 2012). Therefore, we further performed a systematic analysis on the interaction between significantly modulated miRNAs and mRNAs considering only miRNAs present in our list with an inverse mRNAs expression correlation. The analysis was performed using MiRwalk tool a comprehensive database that provides information on miRNA produced by 8 established miRNA prediction programs on 3′ UTRs of all known genes of mouse such as RNA22, miRanda, miRDB, TargetScan. Secondly, we ordered mRNAs on the basis of the number of putative targeting miRNAs and we observed that 36 genes were targeted from at least 1 to maximum 30 significantly modulated miRNAs; conversely 54 listed miRNAs targeted at least one to maximum of 11 significantly modulated genes; interestingly the most intriguing cross interaction involved genes and miRNAs of the myelination process (Table 5).

**Table 5:** **List of selected genes and corresponding regulated miRNAs**.

**Gene**	**miRNA**	**miRNA**	**Gene**
Egr2	mmu-miR-93	mmu-miR-1	Cldn19
	mmu-miR-17		DrP2
	mmu-miR-20b		Mpz
Mpz	mmu-miR-1		Nr4a2
	mmu-miR-129-3p		Ogn
	mmu-miR-133a		Prx
	mmu-miR-133b		Drp2
	mmu-miR-192	mmu-miR-9	Dhh
	mmu-miR-30a		Mme
	mmu-miR-30e		Pmp22
	mmu-miR-329		Prx
	mmu-miR-491		Rdh13
Pmp22	mmu-miR-26b		Tgfbi
	mmu-miR-29a	mmu-miR-15	Cldn19
	mmu-miR-29b		Gldn
	mmu-miR-29c		Prx
	mmu-miR-330		Rdh13
	mmu-miR-340-3p		
	mmu-miR-501-3p	mmu-miR-29	Drp2
	mmu-miR-544		Gldn
	mmu-miR-9		Pmp22
Prx	mmu-miR-1	mmu-miR-133 a–b	Cldn19
	mmu-miR-106a		Mpz
	mmu-miR-10a		Rdh13
	mmu-miR-10b		
	mmu-miR-128		
	mmu-miR-129-3p		
	mmu-miR-15a		
	mmu-miR-15b		
	mmu-miR-17		
	mmu-miR-188-5p		
	mmu-miR-206		
	mmu-miR-20b		
	mmu-miR-328		
	mmu-miR-330		
	mmu-miR-491		
	mmu-miR-497		
	mmu-miR-7a		
	mmu-miR-9		
	mmu-miR-93		

*Schematic representation of the inversely correlated miRNAs and predicted targets based on Mirwalk analysis*.

This finding clearly suggests that muscle specific overexpression of the SOD1 mutant gene induces the modulation of miRNAs and putative targeted-mRNAs involved in the myelination process in the spinal cord of MLC/SOD1^G93A^ transgenic mice.

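The Ct values bear on the miRNA part of this result, and the mRNA array was not analysed here. Table 5 pairs predicted target genes with 32 distinct miRNAs, of which 30 could be tested. All 30 had a negative log2 change relative to U6, with a median of -0.46 and a range from -1.28 to -0.20, and 0 of them were lower at an unadjusted p under 0.05. Relative to the global mean their median change was -0.10, 23 of the 30 were negative, and 3 were lower at an unadjusted p under 0.05. From the down-regulation of these miRNAs together with their predicted targets among the modulated mRNAs, the paper proposes that SOD1 G93A in muscle alters miRNAs of the myelination process in the spinal cord.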

### Mapping miRNAs to signaling pathways

DIANA-mirPath is a web-based computational tool to identify KEGG signaling pathways regulated by miRNAs (see Materials and Methods section). The software compares each set of miRNA targets with all-known KEGG pathway and interestingly we observed high significance for axon guidance, glutamatergic synapse, and amyotrophic lateral sclerosis (ALS), meaning that these pathways are likely to be controlled by the altered miRNAs (Table 6).

**Table 6:** **Signaling pathways predicted to be regulated by miRNAs**.

**KEGG Pathway**	***P*-value**	**Number of miRNA**
PI3K-Akt signaling pathway	5.368871e-57	48
MAPK signaling pathway	2.427724e-54	46
Focal adhesion	9.558692e-36	44
Wnt signaling pathway	1.247526e-33	42
Axon guidance	3.168282e-33	42
Ubiquitin mediated proteolysis	3.031889e-27	37
Neurotrophin signaling pathway	3.031889e-27	42
Insulin signaling pathway	1.208302e-26	45
ErbB signaling pathway,	6.307645e-22	46
Transcriptional misregulation in cancer	9.134568e-22	45
Protein processing in endoplasmic reticulum	1.448874e-21	40
TGF-beta signaling pathway	4.891741e-21	36
HIF-1 signaling pathway	2.055494e-20	43
Adherens junction	4.208319e-16	36
Jak-STAT signaling pathway	2.747301e-15	39
mTOR signaling pathway	1.21693e-14	38
VEGF signaling pathway	1.531543e-13	38
Glutamatergic synapse	1.114872e-10	38
Amyotrophic lateral sclerosis (ALS)	7.053373e-10	34
Notch signaling pathway	9.441105e-09	29
Toll-like receptor signaling pathway	3.1133e-08	35
Circadian rhythm	8.717738e-08	32
Dorso-ventral axis formation	3.707892e-06	28
Adipocytokine signaling pathway	8.449379e-06	33
Dopaminergic synapse	1.421481e-05	38
Dilated cardiomyopathy	6.37123e-05	35
Cholinergic synapse	0.0001426234	36
Protein digestion and absorption	0.0004322993	35
mRNA surveillance pathway	0.0005316409	36
Cytokine-cytokine receptor interaction	0.00200525	43
Calcium signaling pathway	0.03407104	42
D-Glutamine and D-glutamate metabolism	0.03934887	5
Carbohydrate digestion and absorption	0.0460262	20

### Muscle specific expression of SOD1 mutant gene induces hypomyelination in the mice sciatic nerve

Different reports indicate that ALS might be associated with motor nerve fiber (Echaniz-Laguna et al., 2006; Rajabally and Jacob, 2008; Ahdab et al., 2013). Previously, we demonstrated that the peripheral nerve was severely compromised in the global SOD1^G93A^ mutant mice, which displayed loss of Schmidt-Lantermann incisures, a disproportionately thick myelin sheath, abundant double onion bulb structures, and increased demyelinated axons (Dobrowolny et al., 2008a). To assess whether muscle specific expression of SOD1 mutant gene induces a peripheral alteration of axon myelination we calculated the ratio of axon diameter to total fiber diameter (g-ratio) (Michailov et al., 2004). The Figure 5A shows the cross-sections of wild type and MLC/SOD1^G93A^ sciatic nerves stained with toluidine blue. The histological analysis of the peripheral nerve of the MLC/SOD1^G93A^ displayed the presence of double onion bulb structures. Moreover, the g-ratio in the transgenic sciatic nerves was significantly increased (Figure 5B) independently of the axonal diameter (Figure 5C), indicating that muscle specific expression of SOD1 mutant gene induces hypomyelination in the sciatic nerve of transgenic mice.

**Figure 5:**
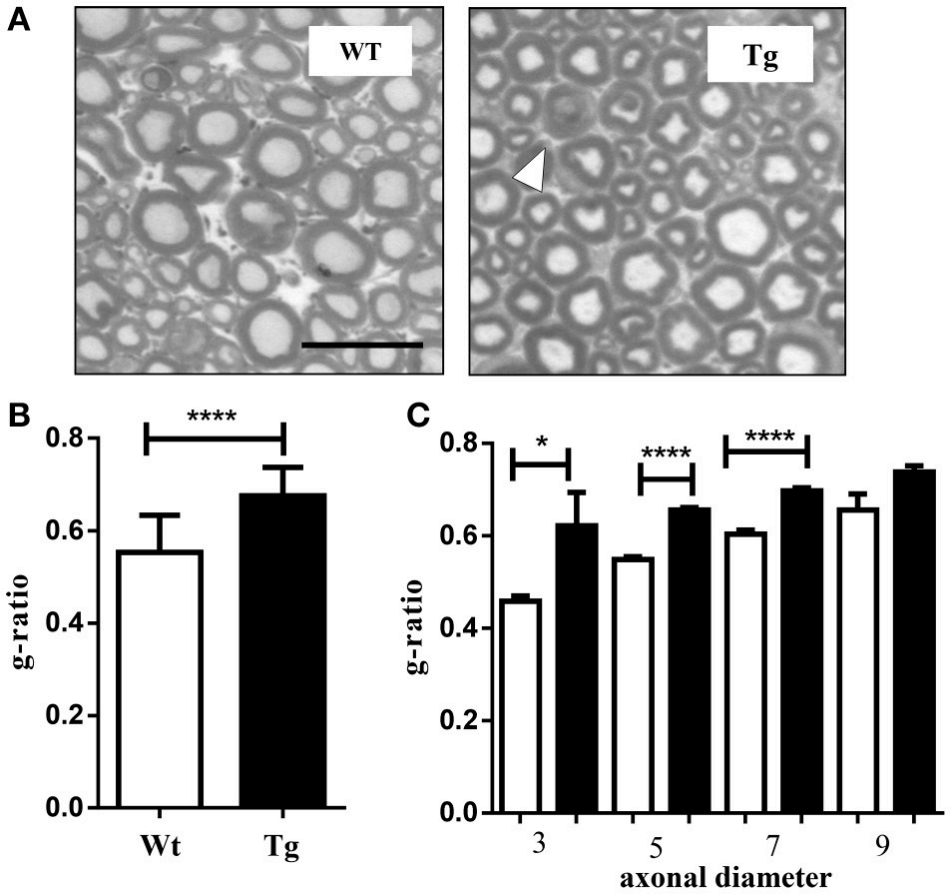
**Hypomyelination in the sciatic nerve of MLC/SOD1^G93A^ mice**. **(A)** Photographs showing the mouse sciatic nerve strained with toluidine blue. White arrowhead indicates onion bulb structure (40X magnification) Scale bar = 20 μm. **(B)** The average g-ratios. **(C)** The average g-ratio for each axonal diameter (1–3, 3–5, 5–7, >7 μm). Values are expressed as mean ± SEM fibers. ^*^p < 0.05; ^****^p < 0.0001 compared to wild type (Wt).

## Discussion

The functional interplay between muscle and nerve is crucial for the survival and function of both tissues throughout life and ALS represents one of the best examples of impaired interplay between the two tissues (Musarò, 2013). Although, there have been significant advances in our understanding of the biology of ALS, no consensus has emerged as to which cells, tissues and pathways are directly affected by mutant SOD1. Motor neurons degeneration and muscle atrophy are the major pathological processes associated with ALS consistent with the role of nerve activity in muscle homeostasis and remodeling (Munson et al., 1997; Pette, 2001; Schiaffino et al., 2007). However, other cells may be involved in the pathogenesis of ALS and alteration in skeletal muscle homeostasis might represent one of the critical mediators of motor neuron degeneration. This hypothesis has been recently investigated by different groups, and we recently demonstrated that muscle selective expression of SOD1 mutation causes pathological alterations in skeletal muscle and induces pre-symptomatic sign of ALS at the level of spinal cord (Dobrowolny et al., 2008b).

In the present study, we extended our previous work and analyzed whether muscle-specific expression of SOD1^G93A^ is able to affect the expression of non-coding RNA and mRNA in the spinal cord of MLC/SOD1^G93A^ transgenic mice, compared with wild type littermates. Our findings are in agreement with previous studies showing that skeletal muscle is also a source of signals that influence neuron survival, axonal growth and maintenance of synaptic connections (Funakoshi et al., 1995; Dobrowolny et al., 2005). In the absence of trophic support, muscle can have a negative impact on the nervous system, and therefore, can contribute to the alteration in the functional connection between muscle and nerve.

The major findings of our study indicate that muscle-specific expression of SOD1^G93A^ can modulate relevant molecules of the genetic and epigenetic circuitry of the myelin homeostasis in the spinal cord of transgenic mice. In particular, we found down regulation of mir-1, mir-330, mir-29, mir-133, and mir-9 family members, whose dysregulation can have profound effects on neuronal physiology and pathology, including Huntington, Alzheimer, and Parkinson diseases (Saito and Saito, 2012). Although, it is known that deregulation of specific miRNA-dependent regulatory circuitries correlates with the initiation and progression of several neurological disorders, the underlying mechanisms of these phenomena are still not fully understood.

Here we revealed the alteration of specific microRNAs and potential mRNA targets, which might be part of the short circuit that disrupts the communication between skeletal muscle and nerve and that might be part of the so called dying back phenomenon (Dadon-Nachum et al., 2011). In particular, among transcripts that are potential targets of the altered miRNAs, we revealed the presence of relevant markers of myelin homeostasis that are modulated by muscle restricted expression of SOD1 mutation inducing hypomyelination of the peripheral nerve. The up-regulation of Pmp22 and Mpz proteins in the spinal cord of MLC/SOD1^G93A^ paralleled that of mRNA expression and supports the evidence that these factors are molecular targets of microRNAs, such as miR-1, miR-9, miR-133, and miR-330, that resulted differently modulated in the spinal cord of MLC/SOD1^G93A^ mice compared to wild type littermates.

It has been demonstrated that Myelin protein zero is up-regulated in oligodendroglia following axonal injury (da Silva et al., 2015) and Periaxin is expressed by myelinating Schwann cells in association with the dystroglycan complex through Drp2 (Sherman et al., 2012). Moreover, Pmp22 exhibits a dose dependent function as both overexpression and deletion result in hereditary neuropathy (Han et al., 2013). Dhh is essential for the structural and functional integrity of the peripheral nerve (Sharghi-Namini et al., 2006) and Osteglycine, Claudin -19 and Smoothelin together with Pmp22 and Prx are associated with reduced myelination of the spinal cord in the hypogravity motor syndrome (Chelyshev et al., 2014). Moreover, mutations in Mpz, Pmp22, Egr2, and Prx are associated with Charcot–Marie–Tooth neuropathy in which the over expression of these genes leads to defective myelination processes.

Recently, some specific miRNAs, such as miR-9, miR-23, and miR-29a, were found to participate in the regulation of oligodendrocyte differentiation and myelin maintenance, as well as in the pathogenesis of demyelination-related diseases. These miRNAs control their target mRNAs and are involved in the pathogenesis of demyelination-related diseases (Lau et al., 2008; Verrier et al., 2009; Li and Yao, 2012).

Regarding the mRNA-miRNA interplay, most of the putative interactions proposed here have not been previously described and deserve further investigation. Interestingly, the functional interaction of miR-9 with Peripheral myelin protein 22 (Pmp22) mRNA has been already demonstrated (Lau et al., 2008). In particular, miR-9 is down-regulated during oligodendrocyte differentiation and its expression level inversely correlates with the expression of its targets Pmp22. Moreover, it has been described that the inhibition of endogenous miR-29 overrides the miRNA-mediated repression of Pmp22 cultured Schwann cells during both development and post-crush injury (Verrier et al., 2009). Therefore, these data suggest that myelin gene expression is regulated by miRNAs.

Here we observed that the muscle specific expression of the SOD1 mutant gene induces the deregulation of both mir-9 and 29 together with myelin alteration in the sciatic nerve. These data have been validated by histological analysis of the sciatic nerve that shows a reduction in the myelin sheath in the MLC/SOD1^G93A^ mice model. In this regard it is interesting to note that the classical oligodendrocyte markers were down-regulated (considering a fold change < 1.5 olig2 *FC* = −1.3 *p* = 0.02; Nkx2-2 FC = −1.36; *p* = 0.008; Mag FC = −1.39, *p* = 0.01). Therefore the reduction in oligodendrogenesis could be correlated with the hypomyelination in the MLC/SOD1^G93A^ mouse model.

In the spinal cord of SOD1^G93A^ transgenic mice that ubiquitously express the mutant SOD1 gene, the miRNA-9 expression is up-regulated (Zhou et al., 2013). In this model there is extensive degeneration of gray matter oligodendrocytes in the spinal cord prior to disease onset; actually new oligodendrocytes were formed but they failed to mature, resulting in progressive demyelination (Kang et al., 2013). The difference in the expression levels of miRNA-9 between the global SOD1^G93A^ and MLC/SOD1^G93A^ mice is likely due to SOD1^G93A^ gene ubiquitously expressed in all tissues, including muscle, motor neurons and glia. This might generate a synergistic toxic effect, leading to a more severe phenotype.

Although, most of the miRNA and mRNA inverted correlations proposed here have not been yet validated, the elevated number of potential interactions strongly points toward a role of skeletal muscle in myelin homeostasis. Nevertheless, although these results point toward some mechanisms of action of muscle specific expression of SOD1^G93A^ at the level of spinal cord, the elevated number of potential targets of the analyzed miRNAs make these mechanisms only mere suggestions. Additional studies will define which cell types, at the levels of spinal cord of MLC/SOD1^G93A^ mice, specifically exhibit changes in microRNAs and mRNAs.

Overall our study provides additional insights into the effects of muscle selective expression of SOD1^G93A^ on nerve homeostasis and reveals the potential miRNA and mRNA signature associated with the dying back phenomenon.

## Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ALS: Amyotrophic Lateral Sclerosis
ANOVA: ANalysis Of VAriance
Cldn19: Claudin 19
DAVID: Database for Annotation Visualization Integrated Discovery
Dhh: Desert hedgehog
DIANA: Dna Intelligence ANAlysis
dmax: maximum axonal diameter
Dmax: maximum fiber diameter
Dmin: minimum fiber diameter
dmin: minimum axonal diameter
Drp2: Dystrophin related protein 2
Egr2: Early growth response 2
FC: Fold Change
FVB: Friend leukemia virus B strain
GEO database: Gene Expression Omnibus database
Gldn: Gliomedin
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
Mag: Myelin-associated glycoprotein
Matn2: Matrilin 2
mIGF-1: muscle specific isoform of the Insulin Growth Factor-1
miRNA, miR: microRNA
miRPath: miRNA pathway
MLC: Myosin Light Chain
Mpz: Myelin protein zero
Nkx2-2: NK2 homeobox 2
Ogn: Osteoglycin
OMIM: Online Mendelian Inheritance in Man
Pmp22: Peripheral myelin protein 22
Prx: Periaxin
SDS: Sodium Dodecyl Sulfate
Smtn: Smoothelin
SOD1: Superoxide dismutase 1
STRING: Search Tool for the Retrieval of Interacting Genes/Proteins
TAC: Transcriptome Analysis Console
UTR: Untranslated region.

How the deposited data were processed for this re-analysis (not part of the article)

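Total RNA of the lumbar ventral spinal cord of 4 wild type FVB mice and 4 MLC/SOD1 G93A mice, all 4 months old, was profiled by the authors with TaqMan array cards. Card A holds 375 miRNA assays and small RNA controls, among them U6 in 4 wells, snoRNA135, snoRNA202, U87 and Y1, and a plant miRNA as a negative control. Each mouse has 1 card and no samples were pooled. The wild type columns carry the sample numbers 1 to 4. The MLC/SOD1 G93A columns carry the numbers 5a to 8a, which the sample labels do not use, so they were assigned to the group and not to single samples.

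The authors deposited 3 tables. The first holds the threshold cycle (Ct) of each assay, as given by the instrument software, without normalization. It reaches a Ct of 38.0 and holds 100 miRNA values over 35, so the limit of 35 in the methods of the paper was not applied to it. The second is on the log2 scale: the authors subtracted the mean Ct of the 4 U6 wells of each sample from the Ct, so that a higher value stands for less miRNA. Wherever both of these tables hold a value for a miRNA, it matches this rule within rounding. Of the 375 miRNA assays, 106 to 124 per sample were undetermined and could not be compared. In that table the entries named U87 and Y1 match single U6 wells minus the U6 mean within 0.005, and not the Ct of U87 and Y1. The third is the authors' deposited table of ratios between the groups, a linear fold change of MLC/SOD1 G93A over wild type. A ratio is given for 53 of the Table 1 miRNAs.

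Log2 expression was computed from the Ct values as the mean U6 Ct of the sample minus the Ct of the miRNA. A Ct over 35 or an undetermined well was taken as missing, and miRNAs measured in at least 3 of 4 samples of each group were tested, as in the methods of the paper. This left 227 miRNAs, with 239 to 256 of the 375 measured per sample. The groups were compared with limma 3.58.1 in R 4.3.3 (linear model and empirical Bayes, no covariates, MLC/SOD1 G93A minus wild type), with Benjamini-Hochberg adjustment over the 227 miRNAs and a threshold of 0.05. The paper's criterion names no adjustment, so the number at an unadjusted p under 0.05 is given as well. Differences of single values were tested with two-sided exact permutation tests over the 70 ways to assign 8 samples to groups of 4, or over the 35 ways with 4 against 3. Fold changes set beside those of the paper follow its sign rule, with a decrease written as a negative fold.

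A card gives no read counts, so precision is limited by the number of cards and by the reference that all miRNAs of a sample share. The median standard error of a log2 change was 0.66 relative to U6 and 0.32 relative to the global mean, the mean Ct of the 190 miRNAs measured in all 8 samples. The scripts were tested on simulated data for 227 miRNAs, 50 of them lowered by 2 on the log2 scale, in 20 runs. With an error shared by all miRNAs of a sample (SD 0.848), 31.9% of the changed miRNAs were recovered on average (0% to 100%) and a run made 6.1 false calls on average (at most 94). Without the shared error, 89.1% were recovered (82% to 96%) with 1.6 false calls on average (at most 6).

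The miRNAs named in the text were set by a rule: those named in the results of the paper or shown in Figure 1, the Table 1 miRNAs with the smallest p and the largest fold change, the 3 with the smallest adjusted p whose groups did not overlap, and the 3 with the highest log2 change. miR-129-5p, miR-99b, miR-501-3p, miR-380-3p and miR-381 fall outside the rule and were named after their values were seen. miR-206, which Table 5 lists, is not analysed here. Marker lists of miRNAs for muscle, blood, leukocytes and microglia, oligodendrocytes and neurons were written before their test, and the miRNAs of the Dlk1-Dio3 cluster were taken as a list after the values were seen. The members of that cluster were found from gene names and neighbours in the mouse assembly GRCm38.p6, because the genome build is not part of the card tables. Of 172 mouse miRNAs measured in all samples, 155 matched a gene by name. The entry miR-128 of Table 5 was taken as miR-128a.

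The alternatives were other references (global mean, median, each other control alone, their mean, none), the authors' normalized table, Ct limits of 32 and 40, other rules for missing values, an ordinary linear model, exact permutation and exact Mann-Whitney tests per miRNA, and leaving out each sample. Card B, the mRNA array, single qPCR, western blots and the g-ratio are not analysed here.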

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

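In groups of 4 samples, the gap from the highest or lowest sample to the next was set against the range of the group. Of 37 groups of values tested in this way, 9 held a sample far from the others, where chance gives about 1 in 20 or 5%. The values share samples and the U6 reference, so the 9 are not independent of each other. The tests of the cards of samples 7a and 8a below were chosen only after the results were seen.

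Sample 8a of the MLC/SOD1 G93A group had a U87 Ct of 18.40, while the other MLC/SOD1 G93A samples lay between 28.50 and 29.16. In the same sample the log2 expression of miR-197 was -5.98 (others from -13.21 to -12.28) and that of miR-339-5p was -3.33 (others from -13.98 to -12.48), and 249 miRNAs were measured (others 240 to 241). A candidate explanation is that single wells of this card were read too early. In sample 8a, 5 of 293 wells compared had a Ct more than 4 cycles below every other sample (U87, miR-197, miR-339-5p, miR-380-3p and miR-381), against 1 each in wild type 1 and wild type 3 and 0 in every other sample. U87, miR-197 and miR-339-5p prompted this count, so only miR-380-3p and miR-381 are new to it, and it adds little to the explanation. The Ct of miR-381 in sample 8a was 1.07, and its lowest Ct in the other samples was 33.73. A change of these RNAs in 1 mouse stays open and was not tested. Without this sample the change of miR-339-5p was -1.28 and that of miR-197 was 0.31. The high change of miR-197 rests on wild type 1 as well, which lay at -17.49 (other wild type samples from -12.43 to -11.11) and without which the change was 0.51.

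Sample 7a of the MLC/SOD1 G93A group had a median log2 expression of -11.98 (others from -10.64 to -10.44), a miR-29a log2 expression of -5.70 (others from -4.35 to -4.19) and a snoRNA135 Ct of 27.19 (others from 27.76 to 27.86). The plant control miR159a, a negative control of the card on which the paper does not report, had a Ct of 29.85 in sample 7a and no signal in the other 7 samples. A card whose wells deviate is a candidate explanation, since the U6 wells of this sample had a range of 2.14 cycles, the widest of the 8 samples. Because the low U6 Ct of this sample lowers all its values relative to U6, the low median and miR-29a values may come from the reference: against the global mean, miR-29a in sample 7a (6.11) lay within the other MLC/SOD1 G93A samples (5.96 to 6.18). No biological explanation was tested.

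In wild type 1, miR-330 lay at -16.96 (others from -12.89 to -12.84) and miR-133b at -10.89 (others from -9.45 to -9.16). This sample had the lowest U6 Ct of the wild type samples (17.45) and the highest mean Ct over the miRNAs measured in all samples (29.00). With the global mean as the reference, miR-133b in wild type 1 (0.66) lay within the other wild type samples (0.44 to 0.83), so the reference may account for its distance, whereas miR-330 (-5.41) stayed apart from them (-3.17 to -2.61). Without wild type 1 the log2 change of miR-330 was -1.98 in place of -0.96 and that of miR-133b was -0.84 in place of -0.45. For miR-330 the Ct of 34.41 in wild type 1 is close to the limit of 35, and the design does not tell a poor reaction from a difference of this mouse.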

How the results depend on the processing

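The single U6 wells, wild type replicates 2 to 4 with a single U6 well, and the other controls without U87 were chosen after seeing the data; all other alternatives were fixed before the data were examined. Relative to U6, 5 miRNAs were lower and 1 higher at an unadjusted p under 0.05, 2 Table 1 miRNAs were lower, 0 had an adjusted p under 0.05, and the median log2 change was -0.31 over all and -0.47 over the Table 1 miRNAs. Over all alternatives, 492 values of the named miRNAs kept their direction and their side of the threshold, 37 changed direction and 17 passed the threshold. Of the counts and medians, 192 were classed as near their values, 95 as moved and 19 as changed in direction. These classes are loose. The Table 1 median with snoRNA135 (0.04) is classed as near and that with Y1 (0.49) as moved, although both changed sign. The median over all miRNAs with U87 (-2.58) is also classed as near. The 19 therefore do not hold every change of direction.

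A reference adds 1 shift per sample to all its miRNAs, so what follows in this paragraph comes from the reference. The counts are lower and higher at an unadjusted p under 0.05. With the global mean they were 13 and 8, with 8 Table 1 miRNAs lower and a median of 0.043 over all miRNAs. With the median Ct they were 9 and 7, with 5 Table 1 miRNAs lower and a median of 0.0375. The mean of the other controls gave 10 and 1, with 5 Table 1 miRNAs lower. With snoRNA135 they were 5 and 7, the median was 0.18, and the log2 changes of miR-133a (0.135), miR-133b (0.0425), miR-29a (0.115) and miR-9 (0.04) turned positive. With snoRNA202 they were 28 and 1, with 13 Table 1 miRNAs lower. U87 gave 0 and 0, with 0 Table 1 miRNAs lower and a Table 1 median of -2.74, and miR-224 (-2.14), miR-197 (-0.275) and miR-339-5p (-1.04) turned negative; this reference holds the deviating well of sample 8a. Y1 gave 0 and 67, with 0 Table 1 miRNAs lower and medians of 0.635 over all and 0.49 over the Table 1 miRNAs; miR-133a (0.58), miR-133b (0.49), miR-1 (0.44), miR-29a (0.56), miR-29b (0.0525), miR-29c (0.42) and miR-9 (0.49) turned positive. Without normalization the counts were 12 and 2, with 6 Table 1 miRNAs lower.

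Single U6 wells gave 45 and 0 (well 1), 2 and 2 (well 2), 7 and 0 (well 3) and 1 and 4 (well 4), with 17, 1, 3 and 0 Table 1 miRNAs lower. Well 1 alone left 4 lower at an adjusted p under 0.05 in limma. The U6 Ct difference was 0.23 in well 2 and 0.555 in well 4, and the median of all miRNAs with well 4 was 0.33. With well 4 alone miR-133a (0.2975), miR-133b (0.205), miR-1 (0.155), miR-29a (0.2775), miR-29c (0.1325) and miR-9 (0.2025) turned positive. Wild type replicates 2 to 4 with well 1 gave 136 and 0, 100 of them past the adjusted threshold in limma, with 52 Table 1 miRNAs lower and a Table 1 median of -1.80, and miR-197 turned negative (-0.30). With well 2 the counts were 5 and 0 and 1 Table 1 miRNA was lower. With well 3 they were 45 and 0, of which 6 passed the adjusted threshold, with 17 Table 1 miRNAs lower. With well 4 they were 17 and 9, with 9 Table 1 miRNAs lower and miR-133a at 0.146. The other controls without U87 gave 5 and 15 and a median of 0.16 over all miRNAs, and miR-133a (0.11), miR-133b (0.0175), miR-29a (0.09) and miR-9 (0.015) turned positive.

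Filters and tests moved fewer results. A Ct limit of 32, with 176 miRNAs tested, gave 4 and 0. Missing values set to a Ct of 35 also gave 4 and 0. In that fit miR-130b (unadjusted p = 0.122 from limma) and miR-224 (unadjusted p = 0.438 from limma) no longer passed. With the Ct limit of 32, miR-130b, miR-224 and miR-369-3p were not tested. What else moved that count was not examined. The count rose to 7 and 1 of 247 with another rule. It kept miRNAs measured in at least 3 of 4 samples of one group and set missing values to a Ct of 35. Only miRNAs measured in all 8 samples, 190 of them, gave 3 and 0 with 1 Table 1 miRNA lower, since fewer were tested. The exact permutation test per miRNA gave 1 and 0 with 1 Table 1 miRNA lower, and the exact Mann-Whitney test gave 0 and 0 with 0 Table 1 miRNAs lower. For both tests 4 against 4 samples allow no p under 0.0286. The authors' normalized table and a Ct limit of 40 gave 5 and 1 each.

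Across the fits that each left out 1 sample, relative to U6 or to the global mean, the number lower at an unadjusted p under 0.05 ranged from 1 (without 7a) to 39 (without wild type 1), the number higher from 0 to 25 (without wild type 1, global mean), the Table 1 miRNAs lower from 1 to 15, and the number lower at an adjusted p under 0.05 from 0 to 4 (without wild type 1). The median over all miRNAs ranged from -0.74 without wild type 1 to 0.063 without 7a, and the U6 Ct difference from -0.30 to 0.26 without the same samples. The log2 change ranged from -0.45 to 0.34 for miR-133a, from -0.835 to 0.049 for miR-133b, from -0.91 to 0.22 for miR-1, from -0.91 to 0.043 for miR-29a and from -1.28 to 2.72 for miR-339-5p. Without wild type 1, miR-369-3p and miR-130b passed the adjusted threshold in limma (adjusted p = 0.0362 for both). Over all alternatives their adjusted p in limma ran from 0.000508 and 0.000537, with wild type replicates 2 to 4 and U6 well 1, to 0.999. In that same fit all the named miRNAs of Table 1 except miR-133a passed the adjusted threshold. Of the named miRNAs, miR-330, miR-7a, miR-369-3p and miR-130b were lower under each alternative that was fitted for them. With Y1, however, the log2 change was only -0.0175 for miR-330 and -0.1475 for miR-7a.

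No paired analysis was possible because the MLC/SOD1 G93A columns carry the numbers 5a to 8a, shared with no wild type sample. The replicate block and the replicate block with global mean normalization were therefore not run. A card has no read depth; the spread of the shared reference limits what 4 cards per group can show, with a median standard error of 0.66 relative to U6 and 0.32 relative to the global mean.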

Differences from the paper's values

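The paper gives 54 miRNAs as significantly down-regulated. Relative to U6, 5 of the 227 miRNAs tested were lower at an unadjusted p under 0.05 in limma and 2 of these are in Table 1, against 54 in the paper for both numbers. The tests may differ, since the paper names the Mann-Whitney test where no other is specified. An exact Mann-Whitney test of 4 against 4 samples allows no p under 0.0286, and Table 1 holds smaller ones. The test behind Table 1 is therefore not known. With the exact Mann-Whitney test, 0 of the 227 miRNAs were lower here. Of the alternatives set before the data were examined, only the one without wild type 1 brought the number lower (39) within 1.5 times that of the paper, and none did so for the number of Table 1 miRNAs, which was at most 15. Among the alternatives set before the data were examined, more than 2 Table 1 miRNAs were called with snoRNA202 (13), without wild type 1 (15), with the global mean (8), without normalization (6), with the median Ct (5) and with the mean of the other controls (5), and up to 12 in the fits relative to the global mean without 1 sample.

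The fold changes were smaller than those of Table 1, on the same scale and with the sign rule of the paper. That of miR-1 was -1.41 against the paper's -3.69, that of miR-133a -1.28 against the paper's -2.75, and that of miR-133b -1.36 against the paper's -3.94. For miR-29a, miR-29b and miR-29c they were -1.30, -1.85 and -1.44 against the paper's -4.21, -6.33 and -4.38. For miR-330 the fold change was -1.94 against the paper's -8.50, for miR-369-3p -4.68 against -17.18, for miR-7a -2.12 against -8.35 and for miR-9 -1.37 against -3.88, where the second value of each pair is the paper's.

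Of the alternatives set before the data were examined, U87 alone was the one under which all 10 fold changes fell within the replicate SD of the paper's value, with folds from -6.18 for miR-133a to -40.0 for miR-369-3p, and its SD is large because of the U87 Ct of 18.40 in sample 8a. The mean of the other controls, which includes U87, did so for miR-133a (-1.49) and miR-369-3p (-5.83). The authors' normalized table (-7.59) and a Ct limit of 40 (-7.60) did so for miR-369-3p, and leaving out sample 8a did so for miR-330 (-2.61). Every other alternative set before the data were examined left those of the 10 fold changes that it gave apart from the paper's; miR-369-3p, and with a Ct limit of 32 also miR-330 and miR-7a, had no value under some of them.

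Some alternatives chosen after seeing the values came closer. With U6 well 1 alone, chosen after seeing the values, 49 of 53 Table 1 fold changes fell within the replicate SD of the paper's and 45 miRNAs were lower at an unadjusted p under 0.05, of which 17 are in Table 1. With wild type replicates 2 to 4 and U6 well 1, also chosen after seeing the values and in part against Table 1 itself, 51 of 53 did so, and 52 Table 1 miRNAs were lower at an unadjusted p under 0.05 against the paper's 54, but 136 of all miRNAs were lower. With wild type replicates 2 to 4 and U6 well 3, chosen after seeing the values, 5 of 53 fold changes did so and 45 miRNAs were lower, 17 of them in Table 1. With wild type replicates 2 to 4 and U6 well 2 or 4, chosen after seeing the values, 4 and 0 of 53 did so, and 1 and 9 Table 1 miRNAs were lower. With U6 well 3 alone, chosen after seeing the values, 0 of 53 did so and 3 Table 1 miRNAs were lower.

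The authors' deposited table of ratios gives 53 of the Table 1 miRNAs, from 0.13 to 1.05, of which 52 are under 1. On the log2 scale the median of these ratios in the authors' deposited table is -0.45, and the median of the paper's Table 1 is -2.11. The paper lists miR-99b among the down-regulated miRNAs, whereas its log2 change relative to U6 was 0.08.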

Other observations

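The tests of the U6 reference, of the splits for the Table 1 miRNAs, of muscle tissue and of cell types were written before their results were seen. Those of the other splits, of the wild type samples and U6 wells behind Table 1 and of the Dlk1-Dio3 cluster were chosen only after the result was seen.

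The 8 samples can be split into 4 and 4 in 35 ways, the real one included. In 11 of the 35 splits as many Table 1 miRNAs (2) were lower or higher in one group at an unadjusted p under 0.05. As many miRNAs in one direction as the 5 lower were found in 18 splits, with up to 71 in one split. As many as the 1 higher were found in 31 splits. That comparison used the larger direction of each split, with a median of 5 over the splits. Its outcome was therefore nearly fixed beforehand and decides nothing. For the count of 0 miRNAs at an adjusted p under 0.05 (5 lower and 1 higher at an unadjusted p), all 35 splits give as many by construction, which tests nothing. With the global mean, 4 splits gave as many miRNAs in all (21). Without wild type 1, 2 of the 35 splits of 7 samples into 3 and 4 gave as many miRNAs lower (39). With wild type replicates 2 to 4 and U6 well 1, 2 of the 35 splits gave as many (136), and another split gave 173. Leaving out the count of 0 and that of the 1 higher, none of these shares is under 0.05. The grouping by genotype therefore cannot be set apart from other groupings of these samples by the remaining counts.

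Most miRNAs fell together relative to U6, and the normalization to U6 was tested as a cause. The U6 Ct difference between the groups was -0.0988 cycles, against a median change of -0.47 for the Table 1 miRNAs, so the mean of U6 accounts for a small part of that median. The medians of the Table 1 miRNAs had both signs over the references, from -2.74 with U87 to 0.49 with Y1, and were -0.10 relative to the global mean. Without 7a the U6 difference was 0.26 and without wild type 1 it was -0.30. A shift of all miRNAs and a shift of the reference cannot be told apart here, because the references disagree with each other: the Table 1 median was 0.04 with snoRNA135 and -0.48 with snoRNA202, which had the smallest SD between replicates (0.32 cycles each, against 0.62 for U6 and 0.60 for Y1). A general fall of miRNAs in MLC/SOD1 G93A mice stays open.

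The fold changes of Table 1 are larger than those of all 8 samples, and this was examined against Table 1 itself. All 225 choices of at least 1 sample per group were compared with the paper's fold changes over 53 miRNAs, on all Ct values, those over 35 included, and without a reference. The SD over miRNAs of the log2 gap to the paper was smallest, 0.0878, with wild type replicates 2 to 4 and all 4 MLC/SOD1 G93A samples, against 0.235 with all 8 samples, which ranked 27 among the 225. In the fits relative to U6 with the Ct limit of 35, this SD was 0.121 without wild type 1 and 0.230 with all 8 samples. A regression of the paper's log2 fold changes on the samples gave wild type 1 a weight of -0.02 and the other wild type samples weights from 0.23 to 0.41. The p-values of Table 1 had a Spearman rho across miRNAs of 0.25 with those of all 8 samples and 0.47 with those without wild type 1. With U6 well 1 alone, rho was 0.12 with all 8 samples and 0.40 without wild type 1. In this last fit the median p came nearest to that of the paper, although rho was lower than with all U6 wells. Moreover, miRNAs are not independent replicates. Table 1 may therefore rest on fewer wild type samples, which is a hypothesis found and tested on the same values, and the paper states 4 samples per group. It leaves the size of the folds open, since a median gap of -1.13 stayed in the fit without wild type 1. Whether a single U6 well as the reference is the whole of this remainder stays open: the smallest median gap, -0.308 with U6 well 1, is beyond the SD of the gap over miRNAs (0.110), but 51 of the 53 fold changes lay within the replicate SD of the paper's. The samples were selected here by their fit to the table, and the values without wild type 1 are no estimate of the effect of the genotype.

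The muscle miRNAs miR-1, miR-133a and miR-133b fell relative to U6, and muscle tissue in the dissected cord could change them as a set. Against the global mean, their mean was 1.61 ± 0.25 (SD, n = 4) in wild type and 1.53 ± 0.68 (SD, n = 4) in MLC/SOD1 G93A samples, a difference of -0.0837 (two-sided exact permutation test, p = 0.771). Of the MLC/SOD1 G93A samples, 3 lay below every wild type sample and 1, sample 7a, lay above every wild type sample. With each sample left out the difference ran from -0.41 to 0.12, and it was lowest without sample 7a. Only 3 of the 7 miRNAs of the list were measured in all samples, all of them in Table 1, and the most abundant, miR-133a, had a mean Ct of 24.37. The spread between MLC/SOD1 G93A samples is too wide to exclude a difference in muscle tissue of a size that would matter, so the explanation stays open.

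A different share of cell types could also lower miRNAs. Relative to the global mean, the difference between the groups was -0.51 for 2 blood miRNAs (two-sided exact permutation test, p = 0.314), -0.52 for 4 leukocyte and microglia miRNAs (exact permutation p = 0.0857), -0.16 for 3 oligodendrocyte miRNAs (exact permutation p = 0.571) and -0.20 for 6 neuron miRNAs (exact permutation p = 0.0571). With Benjamini-Hochberg adjustment over the 6 lists tested these exact permutation p-values became 0.471, 0.257, 0.686 and 0.257, and that of the muscle list 0.771. With each sample left out, the difference ran from -0.85 to -0.18 for blood and from -0.67 to -0.36 for leukocytes and microglia. It ran from -0.23 to 0.016 for oligodendrocytes and from -0.28 to -0.16 for neurons. Each of these 4 lists had members that were lower and a member that was higher. The differences of the 5 marker lists spanned 0.43, and a range as wide was common among other groupings of the samples (exact permutation test, p = 0.943). The most abundant members were miR-486 (mean Ct 26.08), miR-146a (26.03), miR-138 (21.58) and miR-9 (22.56), and 4 of the 6 neuron miRNAs are in Table 1. Every member used was measured in all wild type samples. The leukocyte and microglia and the neuron differences are larger than the SD of either group, but no list had an exact permutation p under 0.05, so a change of cell types stays open.

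After subtraction of the global mean, 17 of 22 miRNAs of the Dlk1-Dio3 cluster were higher in MLC/SOD1 G93A samples and 5 were lower. The paper does not discuss this cluster as a group. The 22 are the members measured in all 8 samples. Members with a missing value were left out, among them miR-369-3p, which fell. A shift of the whole cluster is a candidate explanation. The mean of the 22 was 0.22 higher (two-sided exact permutation test, p = 0.257, adjusted 0.471 over the 6 lists), with 2 of 4 MLC/SOD1 G93A samples above every wild type sample and a difference from 0.13 to 0.33 with each sample left out. Other groupings of the samples gave as large a difference, so chance stays open. Of the 22 miRNAs, 2 are in Table 1.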
